# A phyB-PIF1-SPA1 kinase regulatory complex promotes photomorphogenesis in Arabidopsis

**DOI:** 10.1038/s41467-019-12110-y

**Published:** 2019-09-16

**Authors:** Inyup Paik, Fulu Chen, Vinh Ngoc Pham, Ling Zhu, Jeong-Il Kim, Enamul Huq

**Keywords:** Light responses, Plant morphogenesis, Plant signalling

## Abstract

CONSTITUTIVELY PHOTOMORPHOGENIC1 (COP1) is a highly conserved E3 ubiquitin ligase from plants to animals and acts as a central repressor of photomorphogenesis in plants. SUPPRESSOR OF PHYA-105 1 family members (SPA1-SPA4) directly interact with COP1 and enhance COP1 activity. Despite the presence of a kinase domain at the N-terminus, no COP1-independent role of SPA proteins has been reported. Here we show that SPA1 acts as a serine/threonine kinase and directly phosphorylates PIF1 in vitro and in vivo. SPAs are necessary for the light-induced phosphorylation, ubiquitination and subsequent degradation of PIF1. Moreover, the red/far-red light photoreceptor phyB interacts with SPA1 through its C-terminus and enhances the recruitment of PIF1 for phosphorylation. These data provide a mechanistic view on how the COP1-SPA complexes serve as an example of a cognate kinase-E3 ligase complex that selectively triggers rapid phosphorylation and removal of its substrates, and how phyB modulates this process to promote photomorphogenesis.

## Abstract (web summary)

SPA proteins repress plant photomorphogenesis by promoting the E3 ligase activity of COP1. Here the authors show that SPAs also act as serine/threonine kinase and are required for phyB-mediated light-dependent phosphorylation and degradation of the PIF1 transcription factor.

## Introduction

The ubiquitin-26S proteasome system (UPS) plays critical roles in controlling growth and development of all eukaryotes^1,2^ and is involved in multiple developmental and environmental responses, including photomorphogenesis in *Arabidopsis*^2,3^. This system targets specific proteins by selectively attaching a polyubiquitin chain by the action of three enzymes: E1, E2, and E3, and the polyubiquitin chain serves as a tag for specific recognition and degradation of the substrate by the UPS pathway^1,2^.

CONTITUTIVE PHOTOMORPHOGENIC 1 (COP1) is a RING finger protein containing WD40 repeats and a coiled-coil domain and is highly conserved from plants to mammals^4^. It is one of the best characterized E3 ubiquitin ligases with broad roles as a central repressor of light signaling in plants to cancer biology in mammals^5–7^. COP1 interacts with multiple substrates either directly or indirectly using accessory proteins and targets them for UPS-mediated degradation. For example, in mammals, COP1 interacts with Tribbles pseudokinases (Trib1-3), and the COP1-Trib complex then recruits multiple substrates for UPS-mediated degradation^8,9^. In plants, COP1 interacts with SUPPRESSOR OF PHYA-105 1 family members (SPA1-SPA4), and the COP1-SPA complexes target multiple transcription factors for rapid degradation^10^. Mutations in *COP1* or *SPA* genes result in either lethality at an early seedling development stage (for *cop1* null alleles) or severe developmental defects including dwarfism and early flowering^11–13^. One characteristic phenotype of the COP1-SPA-related mutants is premature light-induced development even in the absence of light called constitutive photomorphogenic (cop) development^11^. This is because COP1-SPA complex targets positively acting transcription factors (e.g., HY5/LAF1/HFR1 and others) for degradation in darkness. In *cop1* and *spaQ* (*spa1spa2spa3spa4* quadruple) mutants, the stabilized positively acting transcription factors promote photomorphogenic development even in the dark^10^.

*SPA1* was originally identified from a genetic screen to isolate a suppressor of a weak phytochrome A mutant *phyA-105*^14,15^. Since then, four *SPA* (*SPA1*, *SPA2*, *SPA3* and *SPA4*) genes have been characterized with differential roles in plant development^13,16,17^. SPAs contain a ser/thr kinase domain at the N-terminus, a coiled-coil domain in the middle, and four WD-40 repeats in the C-terminus that serves as an interaction domain with specific substrates^14^. SPAs directly interact with COP1 through their coiled-coil domain and form multiple COP1-SPA complexes^18^. Genetic evidence shows that SPAs can enhance the COP1 activity in vivo. For example, weak alleles of the *cop1 spa1* double mutant display strongly enhanced photomorphogenic phenotypes in the dark, suggesting SPA1 genetically interacts with COP1^19,20^. In addition, *spaQ* displays a very similar phenotype as a strong allele of *cop1* mutant, suggesting the requirement of SPAs in COP1 activity in vivo^21^. In vitro biochemical assays showed that the SPA1 coiled-coil domain strongly enhances the COP1 E3 ligase activity^19^. In addition, the COP1-SPA complex associates with CULLIN4, and the CUL4^COP1-SPA^ promotes degradation of the positively acting transcription factors in the dark to repress photomorphogenesis^22^.

In response to environmental light signals, the red/far-red photoreceptors called phytochromes (phy) undergo allosteric changes in conformation (an inactive Pr to a biologically active Pfr form) and migrate into the nucleus^23,24^. The activated phytochromes then interact with the COP1-SPA complex and reorganizes the complex to inhibit the E3 ligase activity^25,26^. COP1 is also excluded from the nucleus in response to light^27–29^, and the reduction in COP1 in the nucleus as well as the light-induced inhibition of COP1 activity contribute to the accumulation of the positively acting transcription factors that promote photomorphogenesis in the light^30^.

In addition to the inhibition of the COP1-SPA complex, light-activated phytochromes also directly interact with a group of bHLH transcription factors called PHYTOCHROME INTERACTING FACTORs (PIFs)^31,32^. PIFs mainly function negatively in phytochrome signaling pathways. Moreover, PIFs also regulate a wide range of plant responses to light^32,33^. The red-light-activated phytochromes directly interact with PIFs and trigger rapid phosphorylation, ubiquitination and degradation of PIFs to release photomorphogenic development. In this process, multiple kinases and E3 ubiquitin ligases participate in selective removal of PIFs to promote photomorphogenesis^32,34^.

Among all PIFs, PIF1 is unique as it is the only PIF that exclusively represses seed germination in the dark^35,36^. PIF1 interacts with the Pfr forms of both phyA and phyB^37^, and undergoes the fastest degradation in response to red light with a half-life of <2 min among all PIFs^38^. PIF1 also directly interacts with the COP1-SPA complex, and both PIF1 and COP1-SPA complex repress photomorphogenesis in the dark in a synergistic manner^30,39,40^. However, upon red-light exposure, PIF1 is ubiquitinated by the COP1-SPA complex and is rapidly degraded to allow seed germination to proceed^41^. This selective substrate recognition and ubiquitination by the COP1-SPA complex is promoted by light-induced PIF1 phosphorylation^38^. Casein Kinase 2 (CK2) was previously shown to phosphorylate PIF1 in vitro; however, was not involved in the light-induced phosphorylation of PIF1^42^. Therefore, the protein kinase necessary for the rapid light-induced PIF1 phosphorylation has not been identified.

Similar to the mammalian COP1-associated pseudo-kinase, Trib, plant COP1-associated SPA kinases have no known substrate, although the kinase domain of both Trib and SPAs are necessary for their biological functions^9,43^. Here we provide evidence that SPA1, a component of the COP1-SPA E3 ubiquitin ligase complex itself, acts as a protein kinase. By performing extensive biochemical, genetic and genomic analyses, we provide strong evidence that SPA1 is a bona fide serine/threonine kinase that is necessary for the light-induced phosphorylation of PIF1. We also provide mechanistic details on how the red/far-red light photoreceptor phyB directly recruits SPA1 kinase and this recruitment plays a pivotal role in inducing PIF1 phosphorylation and degradation to promote seed germination and seedling development. These data highlight the importance of COP1-associated kinases not only in enhancing COP1 activity, but also specific phosphorylation of their substrates for rapid ubiquitination and subsequent degradation.

## Results

### SPA1 shows a protein kinase activity in vitro

Despite the presence of the majority of the signature sequences of a ser/thr kinase-like domain at its N-terminus^14^, no kinase activity has been reported for SPA proteins. To examine whether SPA1 can act as a kinase, we purified the GST and strep-tagged N-terminal half of SPA1 (SPA1-Kin) containing the ser/thr kinase domain. The purified SPA1-Kin domain displayed autophosphorylation activity in a protein concentration-dependent manner (Fig. 1a). To test whether the kinase domain is necessary for the kinase activity of SPA1, we created a point mutation in an amino acid (R517E) on the SPA1 kinase domain, which is conserved in SPA1 sequences from multiple plants (Supplementary Fig. 1). This residue is part of a conserved Glu-Arg salt bridge that defines eukaryotic protein kinases^44^, and has recently been shown to be critical for its biological function in the dark^43^. We purified both the wild type and the mutant GST-SPA1-Kin proteins and examined their autophosphorylation activities. Results show a significantly reduced auto-phosphorylation activity for the SPA1-Kin^R517E^ (mSPA1) mutant compared to the wild type SPA1-Kin domain (Fig. 1b), suggesting that the mutation affects the kinase activity of SPA1 in vitro.

**Fig. 1:**
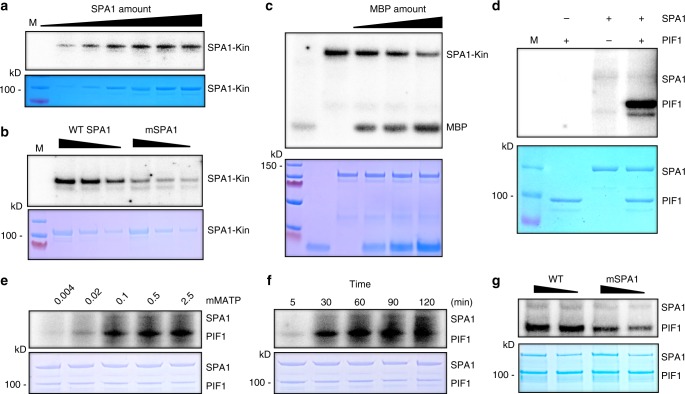
SPA1 acts as a ser/thr protein kinase. **a** SPA1 kinase domain (SPA1-Kin) purified from *E. coli* showed an auto-phosphorylation activity in a concentration-dependent manner (autoradiogram on top panel). Bottom panel shows the protein level in a Coomassie-stained gel. M, indicates protein marker. **b** A conserved amino acid mutation on the SPA1 kinase domain reduces the auto-phosphorylation activity of SPA1 (autoradiogram on top panel). Bottom panel shows the protein level in a Coomassie-stained gel. **c** The N-terminal kinase domain of SPA1 exhibits kinase activity in the presence of myelin basic protein (MBP); a general kinase substrate (autoradiogram on top panel). Bottom panel shows the protein levels in a Coomassie-stained gel. **d** Full-length SPA1 purified from *Pichia pastoris* phosphorylates PIF1 in vitro (autoradiogram on top panel). Bottom panel shows the protein levels in a Coomassie-stained gel. **e** ATP-dependent kinase assays of full-length SPA1 on PIF1 (autoradiogram on top panel). ATP concentrations used were 0.004, 0.02, 0.1, 0.5, and 2.5 mM. Bottom panel shows the protein levels in a Coomassie-stained gel. **f** Kinetic analysis of the kinase activity of the full-length SPA1 on PIF1 (autoradiogram on top panel). Bottom panel shows the protein levels in a Coomassie-stained gel. **g** A conserved amino acid mutation on the full-length SPA1 kinase domain reduces the SPA1 kinase activity toward PIF1 (autoradiogram on top panel). Bottom panel shows the protein levels in a Coomassie-stained gel

To examine whether the SPA1-Kin domain can phosphorylate a substrate, we performed a kinase assay using myelin basic protein (MBP), which has been widely used as a general substrate for many kinases^45^. In vitro kinase assays showed that the SPA1-Kin domain phosphorylates MBP in vitro in a concentration-dependent manner (Fig. 1c). Notably, the SPA1-Kin auto-phosphorylation activity reduces as the MBP phosphorylation increases, showing a general feature of a kinase-substrate relationship in that auto-phosphorylation of a kinase reduces as the substrate phosphorylation increases.

### SPA1 can directly phosphorylate PIF1 in vitro

Previously, we reported that the COP1-SPA1 E3 ligase can interact with PIF1 in a red light-induced manner and promotes its rapid degradation^41^. To test whether PIF1 could be a native substrate of the SPA1 kinase, a strep-tagged full-length SPA1 protein was purified from a eukaryotic expression host, *Pichia pastoris* (Supplementary Fig. 2a, b), and the kinase assay was performed with PIF1 as a substrate. PIF1 was strongly phosphorylated by SPA1 in vitro (Fig. 1d), suggesting that PIF1 might be a bona fide native substrate of SPA1 kinase. SPA1 also phosphorylated PIF1 in an ATP concentration- and time-dependent manner (Fig. 1e, f). Since SPA1 harbors a predicted ser/thr kinase domain, we further investigated the nature of PIF1 phosphorylation by acid-base sensitivity assays (Supplementary Fig. 2c). In the presence of KOH, PIF1 was dephosphorylated, while PIF1 phosphorylation was stable in HCl solution, suggesting that SPA1 is a ser/thr kinase for PIF1.

To examine whether the conserved amino acid mutation (R517E) on the full-length SPA1 kinase domain affects PIF1 phosphorylation, we purified the full-length mSPA1 from *Pichia pastoris* and performed the kinase assay using PIF1 as a substrate. The mSPA1 showed significantly reduced PIF1 phosphorylation compared to the wild type SPA1 (Fig. 1g). In addition, the SPA1-Kin domain alone was able to phosphorylate PIF1, while the mutant mSPA1-Kin exhibited reduced PIF1 phosphorylation (Supplementary Fig. 2d). To examine if SPA1 can bind to ATP, we performed a concentration-dependent ATP binding assay using TNP-ATP. Results show that both wild type and mutant form of SPA1-Kin were able to bind to TNP-ATP in a concentration-dependent manner (Supplementary Fig. 2e). Both wild type and mutant SPA1 can directly interact with PIF1 in vitro (Supplementary Fig. 2f, g), suggesting that the reduction in PIF1 phosphorylation by the mSPA1 mutant is not due to a reduction in physical interaction between mSPA1 and PIF1. Taken together, these data strongly suggest that SPA1 is a bona fide ser/thr kinase that phosphorylates PIF1 in vitro.

### SPAs are necessary for light-induced PIF1 phosphorylation

Since PIF1 is rapidly phosphorylated in response to light and displays a characteristic mobility shift by immunoblot analysis^38,41^, we used *spaQ* plants expressing *pPIF1::TAP-PIF1* to examine the in vivo effect of SPAs on the PIF1 phosphorylation. Strikingly, the rapid red light-induced phosphorylation and consequent band shift of TAP-PIF1 observed in wild type plants was completely abolished in the *spaQ* mutant (Fig. 2a). The PIF1 phosphorylation status was further examined by utilizing Phos-tag containing SDS-PAGE gels (Fig. 2b). In wild type plants, TAP-PIF1 showed clear mobility shift in the presence of 15 and 25 µM Phos-tag. However, in *spaQ* mutant, no mobility shift was observed under these conditions (Fig. 2b, top and middle panel), suggesting a complete absence of the light-induced phosphorylation of PIF1 in vivo. As previously shown^38^, the TAP-PIF1 mobility shift was due to the light-induced phosphorylation of PIF1, since treatment with the native calf intestinal phosphatase (CIP) removed the shifted bands from TAP-PIF1 (Fig. 2b, bottom panel). Overexpression of *SPA1* in wild type plants resulted in a faster and more robust phosphorylation of PIF1-HA under weak red-light conditions (Fig. 2c), suggesting an in vivo role of SPA1 as a PIF1 kinase. Taken together, these loss-of-function and gain-of-function analyses suggest that SPAs are essential for the light-induced PIF1 phosphorylation in vivo.

**Fig. 2:**
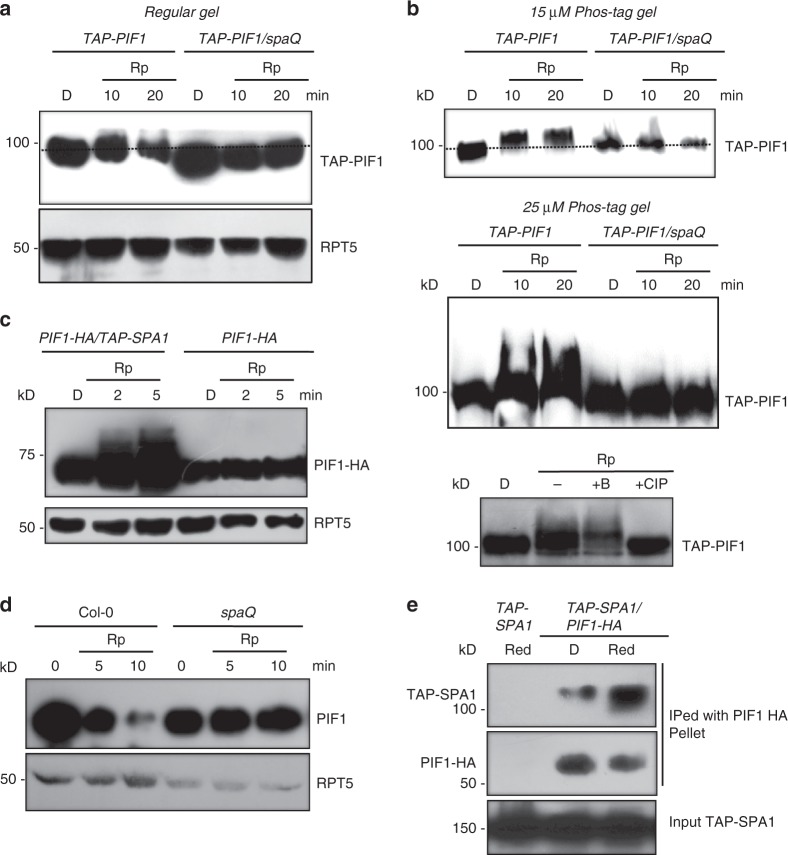
SPAs are necessary for the light-induced phosphorylation and degradation of PIF1 in vivo. **a** Immunoblots showing the light-induced phosphorylation of TAP-PIF1 is defective in the *spaQ* mutant compared to wild type. Four-day-old dark-grown seedlings were either kept in darkness or exposed to a pulse of red light (300 μmolm^−2^) and then incubated in the dark for the duration indicated before being sampled for protein extraction. All dash lines show the dark position of the PIF1 band. **b** Immunoblots show a defect in the light-induced phosphorylation of TAP-PIF1 in *spaQ* background compared to wild type in gels containing 15 (top) and 25 (middle) µM phostag. (Bottom panel) The red light-induced slow-migrating band is a phosphorylated form of TAP-PIF1 as indicated by the phosphatase treatment. +CIP, native Calf Intestinal Phosphatase; +B, heat-inactivated boiled CIP. **c** Overexpression of *SPA1* induces faster phosphorylation of PIF1-HA than wild type under weak red-light pulse (1 μmolm^−2^). Seedlings were pretreated with the proteasome inhibitor (40 μM bortezomib) for 5 h before being exposed to red light. Blots were probed with anti-HA and anti-RPT5 antibodies. **d** Immunoblots showing native PIF1 level in *spaQ* mutant compared to wild type. **e** Immunoblots show that TAP-SPA1 can interact with PIF1-HA in a red light-inducible manner in vivo

Since the light-induced PIF1 phosphorylation was largely absent in the *spaQ* mutant, we tested if the subsequent PIF1 degradation is also defective. As expected, the PIF1 degradation was almost completely absent in the *spaQ* mutant compared to wild type as previously shown (Fig. 2d). In addition, the light-induced degradation of PIF1 was significantly delayed in the *spa123* and *spa124* triple mutants compared to wild type (Supplementary Fig. 3a), indicating that SPAs are redundantly functioning in light-mediated PIF1 degradation. In accordance with a previous report^41^, the poly-ubiquitination of PIF1 in response to light was largely reduced in the *spaQ* compared to wild type (Supplementary Fig. 3b), confirming a role of the COP1-SPA complex in the light-induced ubiquitination of PIF1. In addition, as previously shown, the in vivo interaction between SPA1 and PIF1 is strongly induced under red light (Fig. 2e). Because PIF1 is phosphorylated in response to red light, the red light-induced PIF1-SPA1 interaction further supports that SPA1 might be recruited as a kinase for the light-induced PIF1 phosphorylation.

Since SPAs are usually present in complexes with COP1 *in planta*^18^, and function together with COP1^21^, we investigated whether COP1 has any role in the light-induced PIF1 phosphorylation. However, the light-induced PIF1 phosphorylation is not defective in the *cop1-4* mutant (Supplementary Fig. 3c). Since *cop1-4* is a weak allele and still maintains some COP1 activity^12^, further experiments are necessary to exclude the role of COP1 in PIF1 phosphorylation.

### SPA1 kinase activity is crucial for seed germination

PIF1 has been shown to be a master negative regulator of red light-mediated seed germination^35^. As reported previously^41^, the *spaQ* mutant exhibited significantly delayed germination in response to light possibly due to the increased stability of PIF1 (Fig. 3a). To examine the biological significance of the SPA1-mediated phosphorylation of PIF1, we expressed both the wild type and the mutant form of *SPA1* as a fusion protein with Luciferase (LUC) in the *spaQ* background and selected homozygous transgenic plants expressing either the wild type *LUC-SPA1* or the *LUC-mSPA1* in the *spaQ* quadruple background (Supplementary Fig. 10c). Phenotypic analyses showed that the wild type *LUC-SPA1* rescued the seed germination phenotype to levels comparable to the wild type (Fig. 3a). However, the kinase mutant *LUC-mSPA1* failed to complement the light-induced seed germination phenotype of the *spaQ*, supporting a role of the SPA1 kinase activity in regulating the light-induced seed germination through PIF1. At a molecular level, *LUC-mSPA1* plants showed a delayed phosphorylation and subsequent degradation of PIF1 compared to the wild type *LUC-SPA1* in the *spa1spa2spa3* triple background in vivo (Fig. 3b). This is consistent with our biochemical data that mSPA1 has reduced kinase activity; hence, reducing the phosphorylation of PIF1 in vitro and in vivo. As previously reported^43^, the *LUC-mSPA1* also largely failed to rescue the constitutive photomorphogenic phenotypes of the *spaQ* in the dark compared to the wild type *LUC-SPA1* (Fig. 3c). These data suggest that the SPA1 kinase function is not only important for regulating seed germination, but also the skotomorphogenic development of Arabidopsis seedlings.

**Fig. 3:**
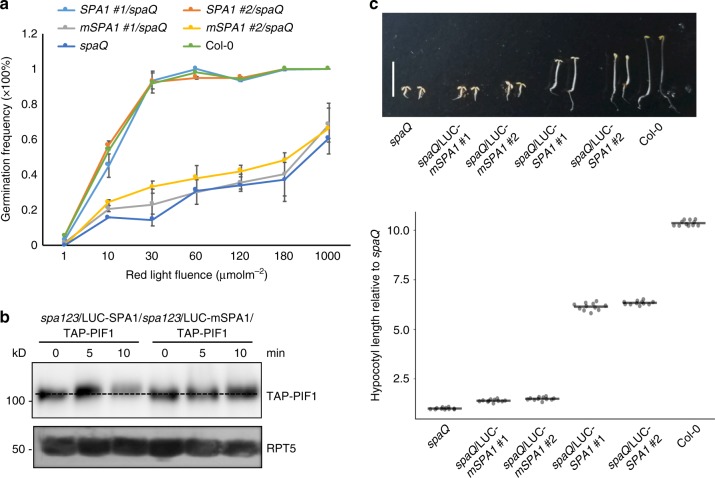
The kinase activity of SPA1 is necessary for its biological function. **a** Seed germination phenotypes of wild type and mutant SPA1 expressed in the *spaQ* background in response to an increasing fluence of red light. Col-0 and *spaQ* were used as controls. Homozygous transgenic plants expressing similar levels of wild type and mutant SPA1 were selected. Error bars indicate s.e.m. (*n* = 3). **b** Immunoblots showing the phosphorylation and degradation of TAP-PIF1 in *spa123* seedlings expressing either the wild type or the mutant form of LUC-SPA1. **c** (top) Photograph showing the seedling phenotypes of two independent lines of wild type LUC-SPA1 and LUC-mSPA1 expressed in *spaQ* background grown in darkness for 4 days. The mutant LUC-mSPA1 failed to complement the short hypocotyl phenotype whereas the wild type LUC-SPA1 largely complements the phenotype. (Bottom) Dot plot shows the hypocotyl lengths of seedlings shown in the top panel. Scale bar = 5 mm. Line = median, (*n* = 11)

### SPA1 interacts with the C-terminus of phyB under red light

The red/far-red photoreceptor phyB plays a major role in the red light-mediated PIF1 phosphorylation and degradation in the *phyA* background^38^. To investigate the functional relationship between phyB and SPA1, we first performed yeast two hybrid assays to identify the domains necessary for their interaction. We mapped the interaction domain between the coiled-coil (CC) domain and WD-40 repeat (WD40) in the C-terminal half of SPA1, and the C-terminal half of phyB (PHYB CT) using yeast-two-hybrid assays (Fig. 4a). Further deletion analysis showed that the last 80 amino acids of the C-terminal end of phyB is required for the interaction with full-length SPA1 (Fig. 4a). Furthermore, yeast two-hybrid growth assays using SPA1 and the two halves of phyB showed that that the C-terminal half of phyB, but not the N-terminal half of phyB (NG) interacts with SPA1 in a light-independent manner, while NG interacted with PIF3 under these conditions (Fig. 4b). Conversely, the extreme C-terminal (C) domain of phyB was able to interact with SPA1 and the interaction level was comparable to the full-length C-terminal PHYB (Fig. 4c). These data are consistent with a previous report^46^, and suggest that the putative SPA1 interaction domain at the very C-terminal end of phyB is both necessary and sufficient for SPA1 interaction in yeast. To confirm this hypothesis by an independent method, we cloned the full length PHYB (FL) and phyB ΔC with a GFP tag in a binary vector (Fig. 4d). Stable transgenic plants expressing similar levels of the full-length phyB-GFP FL or phyB-GFP ΔC were generated in the *phyA-211 phyB-9* background (Supplementary Fig. 10a). These lines were crossed with the tandem affinity purification (TAP) tagged SPA1 in *phyAB* background (*phyAB*/*TAP-SPA1)*, and the phyB-SPA1 interaction was tested by a light-dependent in vivo co-immunoprecipitation assay as previously described^26^. Interestingly, the phyB-GFP FL robustly interacted with TAP-SPA1 in a red light-dependent manner in vivo, whereas the phyB-GFP ΔC displayed much reduced interaction with TAP-SPA1 (Fig. 4e). In addition, in a semi-in vitro pull-down assay, we also observed strong interaction between the phyB-GFP FL and MBP-SPA1. However, phyB-GFP ΔC showed much reduced interaction with MBP-SPA1 (Fig. 4f). Because phyB can homo- and hetero-dimerize among other type II phytochromes^47^, and these in vivo phyB-GFP FL and phyB-GFP ΔC preparations might have both homo- and hetero-dimers, we performed an in vitro pull-down assay using phyB-GFP FL and phyB-GFP ΔC purified from yeast cells and MBP-SPA1 from *E. coli*. The in vitro pull-down assay showed that phyB-GFP ΔC failed to bind to MBP-SPA1, while phyB-GFP FL strongly interacted with MBP-SPA1 in a light-dependent manner (Fig. 4g). The integrity of the phyB-GFP FL and phyB-GFP ΔC has been examined by the in vitro pull-down assay where both proteins interacted with GST-PIF1 in a light-dependent manner (Fig. 4h). These data collectively suggest that the C-terminal 80 amino acids of phyB are indispensable for the light-induced SPA1 interaction in Arabidopsis.

**Fig. 4:**
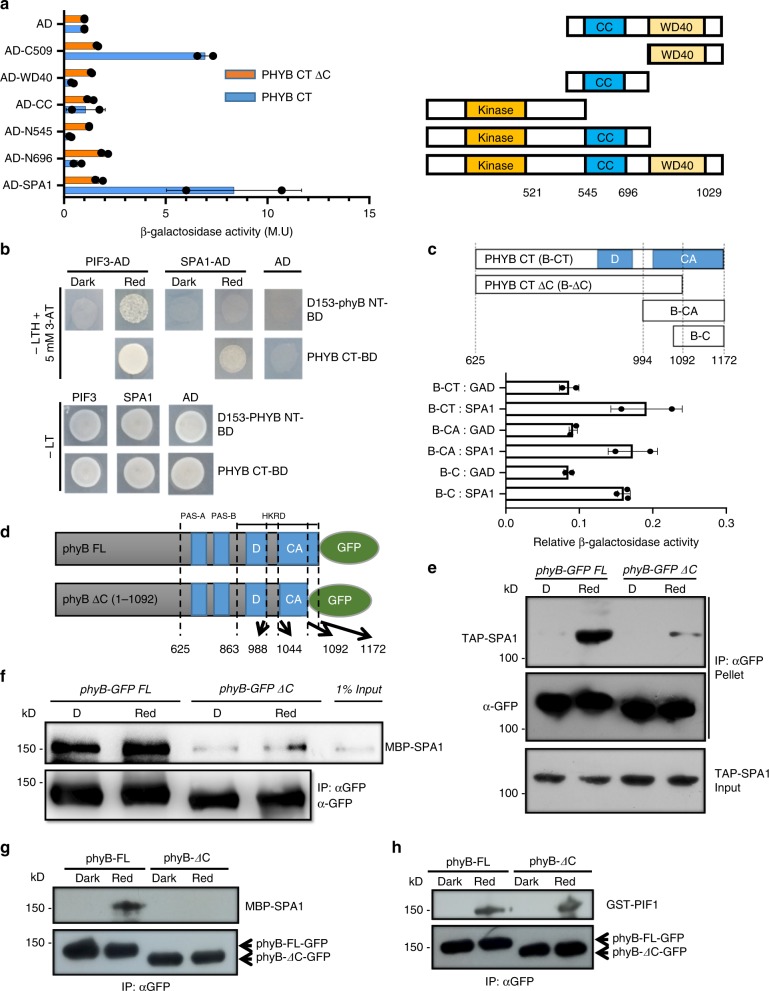
PhyB interacts with SPA1 in a light-dependent manner through its C-terminal domain. **a** Mapping of the interaction domains for phyB and SPA1 using the Yeast-two-hybrid assays. Right panel shows the full-length and various domains of SPA1. Left, β-galactosidase assays show that the Coiled-Coil (CC) domain and WD40 repeat at the C-terminus of SPA1 is necessary for interaction with the C-terminal domain of phyB (PHYB CT, aa 625-1172). On the other hand, the extreme C-terminal 80 amino acids of PHYB-CT is necessary for SPA1 interaction. β-galactosidase activity was normalized by activation domain (AD) empty vector control. LexA-PHYB CT (aa 625-1172), LexA-PHYB CT ΔC (aa 625-1092). Error bar = SD, (*n* = 2). **b** (Top panel) Yeast-two-hybrid assays in the presence of chromophore phycocyanobillin (PCB). Yeast colonies were grown under red light for two days on –LTH (5 mM 3-AT) drop-out media containing 20 µM of PCB. PIF3 was used as a positive control. The full-length phyB (D153-PHYB) can interact with PIF3 in both dark and red light, while the N-terminal half of phyB (D153-PHYB NT) can only interact with PIF3 under red light. The C-terminal half of phyB also showed interaction with PIF3 independent of light. However, under the same condition both full-length and N-terminal half of phyB failed to show interaction with SPA1, whereas the C-terminal half of phyB showed interaction with SPA1. (Bottom panel) Growth on control plate is normal for all combinations of constructs. **c** The C-terminal 80 amino acids of phyB are sufficient for interaction with SPA1. (Top panel) Schematic diagram of various truncated constructs of phyB fused to BD vector. Full-length SPA1 was fused to AD vector. Error bar = SD, (*n* = 2). **d** Schematic diagram showing the structures of phyB-GFP FL and phyB-GFP ΔC as a fusion protein with green fluorescent protein (GFP). **e** In vivo co immunoprecipitation assay shows that phyB interacts with SPA1 in response to red light using the last 80 amino acids. phyB-SPA1 interaction is drastically reduced when the putative SPA1-interaction domain in phyB C-terminus was deleted. **f** Semi-in vitro pull-down assay shows that the C-terminal domain of phyB is necessary for SPA1 interaction. **g** In vitro pull-down assay with phyB-GFP purified from yeast and MBP-SPA1 expressed from *E. coli* shows light- and C-terminal-dependent interaction between the two proteins. **h** Integrity of the purified phyB-GFP and phyB ΔC-GFP has been shown by in vitro light-dependent interaction with GST-PIF1

To rule out the possibility that SPA1 might still interact with the N-terminal domain of phyB, we performed semi-in vivo co-immunoprecipitation assays using the previously described *PBG* (*phyB-GFP FL*), and *NG* (*phyB N terminal-GFP-GUS-NLS*) transgenic plants^48^. Results show that PBG can interact with MBP-SPA1 in a light-stimulated manner (Supplementary Fig. 4), whereas NG failed to interact with MBP-SPA1 under these conditions. Overall, these data suggest that SPA1 interacts with phyB through the C-terminal domain.

### phyB enhances the phyB-SPA1-PIF1 complex formation in vitro

To address the biochemical relevance of the phyB-SPA1 interaction, we performed an in vitro pull-down assay to test the phyB-SPA1-PIF1 trimolecular complex formation. We expressed GST-PIF1-strep protein in *E. coli* and examined its interaction with SPA1 in the absence or presence of an increasing amount of phyB. Pull-down using glutathione beads showed an interaction between PIF1 and SPA1 in vitro even in the absence of phyB. However, the PIF1-SPA1 interaction was strongly enhanced in the presence of the Pfr form of phyB (Fig. 5a, b). Moreover, the PIF1-SPA1 interaction was further enhanced when the phyB amount was increased to two-fold. Thus, phyB-SPA1-PIF1 can form a trimolecular complex in vitro.

**Fig. 5:**
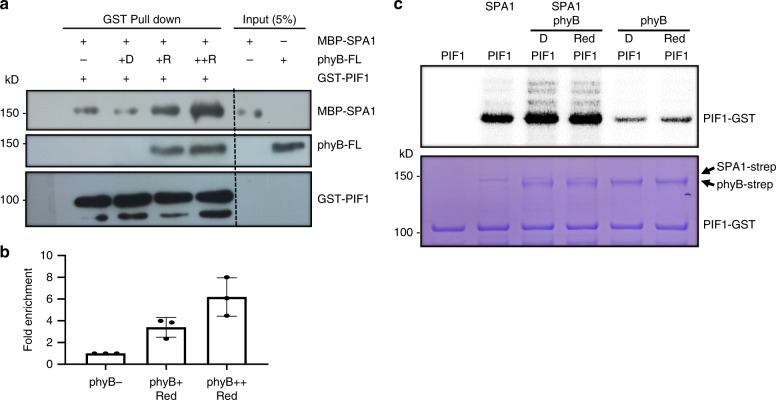
PhyB interaction with SPA1 promotes phyB-SPA1-PIF1 trimolecular complex formation and enhanced phosphorylation of PIF1 in vitro. **a** In vitro pull-down assay shows that phyB enhances PIF1-SPA1 interaction in a light- and concentration-dependent manner. **b** Bar graph shows the enhanced interaction between SPA1 and PIF1 in the presence of phyB. Error bar = SD, (*n* = 3). **c** (top panel) Autoradiogram shows that phyB enhances SPA1-mediated phosphorylation of PIF1 in vitro. (Bottom panel) Coomassie-stained gel shows the amount of various proteins used in the assay

### Both SPA1 and phyB phosphorylate PIF1 in vitro

Phytochromes displayed ser/thr kinase activity in vitro^49,50^. Although, the C-terminal half of phytochromes have sequence similarity to histidine kinase-related domains (HKRD), a recent study mapped the kinase activity to the N-terminus of Oat phyA^50^. SPA1 shows kinase activity in vitro, and both phyB and SPA1 are necessary for PIF1 phosphorylation and degradation in vivo. Hence, we examined the effect of phyB on the SPA1-mediated phosphorylation of PIF1 in vitro. We performed a light-dependent in vitro kinase assay to elucidate the molecular effect of phyB on the SPA1 kinase activity and vice versa. Figure 5c shows that both SPA1 and phyB independently phosphorylates PIF1 in vitro. Moreover, PIF1 phosphorylation was strongly enhanced in the presence of both SPA1 and phyB, possibly due to mutual enhancement of PIF1 phosphorylation by each other. However, unlike the in vivo data, no light-induced phosphorylation of PIF1 was observed in vitro. Since the intrinsic kinase activity of Arabidopsis phyB is still debatable, we established a method to purify functional phytochromes from *Saccharomyces cerevisiae*. By using holo-phytochromes, we repeated the in vitro kinase assay for both phyA and phyB. In this assay, both phyA and phyB phosphorylated PIF1 in vitro (Supplementary Fig. 5a). The quality of these phytochrome preparations has been examined by zinc blot (Supplementary Fig. 5a), and in vitro interaction with GST-PIF1 in a light-dependent manner (Supplementary Fig. 5b). These data support the hypothesis that phytochromes might function as protein kinases for PIFs.

### phyB-SPA1 interaction is necessary for PIF1 phosphorylation

To elucidate the biological relevance underlying the phyB-SPA1 interaction, we examined PIF1 levels in both wild type *PHYB-GFP FL* and *PHYB-GFP ΔC* transgenic plants. The light-induced degradation of PIF1 is strongly reduced in the *PHYB-GFP ΔC* lines compared to *PHYB-GFP FL* lines (Fig. 6a). In the *PHYB-GFP ΔC* lines, even after 2 hours of red light exposure, the PIF1 level remained at ~60% of the dark level (Fig. 6a, b). However, the *PHYB-GFP FL* lines showed complete PIF1 degradation in <30 min of red light, similar to wild type (Fig. 6a, b). We also examined the phosphorylation status of PIF1 using Phos-tag and regular SDS-PAGE gels. In these assays, TAP-PIF1 displayed no band-shift in response to red light in the *PHYB-GFP ΔC* plants, while the wild type *PHYB-GFP FL* induced a band-shift of TAP-PIF1 under these conditions (Fig. 6c, d), indicating an absence of phosphorylation in the *PHYB-GFP ΔC* transgenic plants. These data strongly suggest that the phyB-SPA1 interaction is essential for phyB to recruit SPA1 into a phyB-SPA1-PIF1 trimolecular complex and facilitate PIF1 phosphorylation and degradation in response to light.

**Fig. 6:**
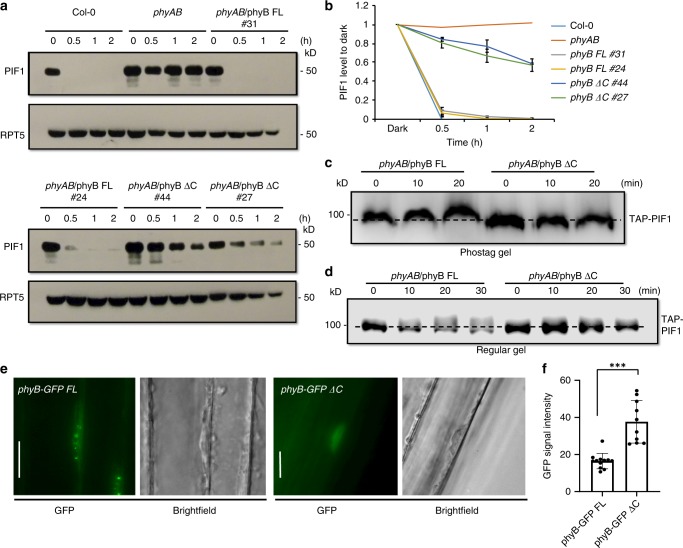
The C-terminal SPA1-interaction domain of phyB is essential for photobody formation and PIF1 phosphorylation. **a** Immunoblots showing the level of native PIF1 in two independent transgenic lines of phyB-GFP FL (#31 and #24) and phyB-GFP ΔC (#44 and #27) along with wild type and *phyAB* as controls. Total protein was extracted from 4-day-old dark-grown seedlings either kept in darkness or exposed to continuous red light (3.5 μmolm^−2^ s^−1^) over time. **b** A graph showing the amount of PIF1 levels in response to red light exposure over time. **c**, **d** The light-induced phosphorylation of PIF1 is defective in phyB-GFP ΔC compared to phyB-GFP FL. **e** The phyB-SPA1 interaction is necessary for phyB nuclear transport and photobody formation. The phyB-GFP FL produces nuclear photobodies after 5 h of red light (10 µmolm^−2^ s^−1^) treatment (left), whereas phyB-GFP ΔC showed dispersed nuclear signals (right). Bar = 15 μm. **f** The cytoplasmic GFP signals were quantified from phyB-GFP FL and phyB-GFP ΔC images by imageJ (*n* = 12), Error bar = SD. ***p-value < 0.00001, student’s *t*-test

### phyB C-terminal domain is essential for photobody formation

phyB has been shown to form nuclear photobodies in response to red light, and the size and number of photobodies have been implicated to phyB function^24,51,52^. To examine whether the C-terminal domain of phyB is necessary for the photobody formation, we grew *PHYB-GFP FL* and *PHYB-GFP ΔC* transgenic seedlings in the dark and then exposed them to red light for various time periods. *phyB-GFP FL* seedlings displayed normal nuclear photobodies as previously described^51^. However, *phyB-GFP ΔC* transgenic seedlings failed to form nuclear photobodies even after prolonged light exposure (Fig. 6e, Supplementary Fig. 6). To examine if the C-terminal domain is necessary for phyB nuclear transport, we measured the cytosolic GFP signal in the hypocotyl cells of both *PHYB-GFP FL* and *PHYB-GFP ΔC* transgenic seedlings. Results show that the GFP signal is much more abundant in the cytoplasm of *PHYB-GFP ΔC* compared to *PHYB-GFP FL* seedlings (Fig. 6f). These data are consistent with a previous report that phyB-NG-NLS which lacks the C-terminal half of phyB failed to form nuclear photobodies under red light. In contrast, the C-terminal domain of phyB is sufficient to form nuclear bodies even in darkness^48^. Thus, these results suggest that the interaction between phyB and SPA1 and possibly other proteins including other SPAs through the C-terminal domain might be necessary for robust phyB nuclear transport and photobody formation in response to light.

### phyB C-terminus is necessary for multiple phytochrome responses

To examine the biological significance of phyB-SPA1 interaction, we examined a variety of phenotypes of *PHYB-GFP FL* and *PHY-GFP ΔC* transgenic plants compared to wild type (Fig. 7a). Because of PIF1’s exclusive role in light-regulated germination, we first examined the seed germination phenotypes of these genotypes. As shown in Fig. 7b, *PHYB-GFP ΔC* seeds showed significantly delayed germination compared to *PHYB-GFP FL*, which is similar to *spaQ* seeds (Fig. 3a), again supporting the role of the SPA1-interaction domain of phyB in regulating seed germination in response to red light. Previous genetic screens have described the isolation of multiple *phyB* hyposensitive mutants^53^. Among them, *phyB-28* mutant has a premature stop codon resulting in the production of phyB with similar deletion (1-991) to phyB-GFP ΔC (1-1092) (Fig. 7a)^54^. To examine whether *phyB-28* shows similar germination defects as observed in *PHYB-GFP ΔC*, we generated transgenic plants expressing *PHYB-28* in the *phyA-211phyB-9* background similar to a wild type *phyA-211* level (Supplementary Fig. 10b). Compared to wild type (*phyA-211*), *phyB-28* showed a significant delay in germination rate in response to red light (Fig. 7c), suggesting that the hyposensitive phenotypes of the *phyB-28* allele might be due to a defect in the interaction with SPA proteins. Consistent with the above genetic analyses, the light-induced phosphorylation and degradation of PIF1 is also defective in *phyB-28* allele compared to *phyA211* control (Fig. 7d).

**Fig. 7:**
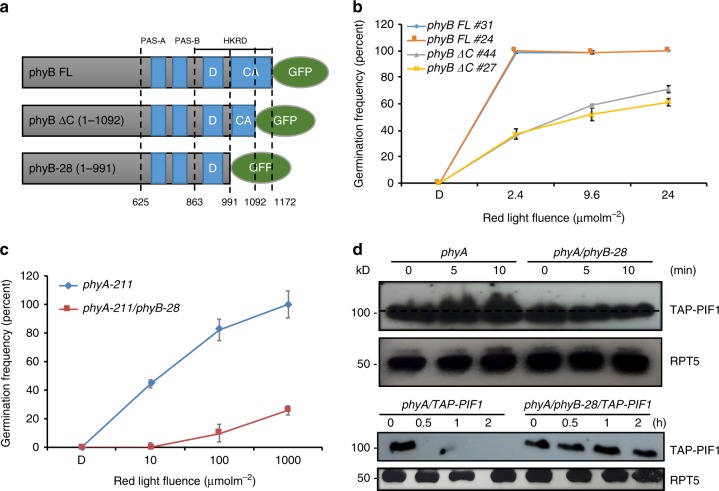
Direct interaction between phyB and SPA1 is necessary for phyB-mediated seed germination. **a** Schematic diagram of phyB-28, phyB-GFP ΔC and phyB-GFP FL proteins. **b**, **c** The C-terminal SPA1-interaction domain of phyB is necessary for phyB-mediated seed germination. *phyB-GFP ΔC* displays reduced germination compared to *phyB-GFP FL* lines, while *phyB-28* displays slower germination compared to wild type (*phyA-211* that contains wild type *PHYB*). The error bars indicate s.e.m. (*n* = 3). **d** The light-induced phosphorylation and degradation of TAP-PIF1 is defective in *phyB-28* compared to wild type (*phyA-211* that contains wild type *PHYB*). Total protein was extracted from four-day-old dark-grown seedlings either kept in darkness or exposed to continuous red light (3.5 μmolm^−2^ s^−1^) over time

In addition to seed germination, other phytochrome-mediated responses are also significantly reduced in the *phyB-GFP ΔC* and *phyB-28* mutants compared to wild type *phyB-GFP FL*. Hypocotyl lengths under different fluences of red light were measured for *phyB-GFP FL* and *phyB-GFP ΔC* as well as *phyB-28* expressing plants. Results show that the hypocotyl lengths of *phyB-GFP ΔC* and *phyB-28* are significantly longer compared to controls under various fluences of red light (Supplementary Fig. 7a, b, c). Measurement of the petiole lengths using 3-week-old plants show that *phyB-GFP ΔC* has significantly longer petiole lengths compared to those of *phyB-GFP FL* (Supplementary Fig. 7d), suggesting a role of the phyB C-terminus in multiple phytochrome responses. Consistent with our results, the previously reported *NG* and *CG* seedlings showed more stable PIF1 under red light than *PBG* (Supplementary Fig. 7e); although, both *NG* and *CG* induced a slight degradation of PIF1 compared to *phyAphyB*. Recently, *CG* has been shown to induce degradation of PIFs^55^. Because NG undergoes rapid degradation compared to PBG^56^, and NG and the isolated N-terminal photosensory domain can interact with PIFs^57,58^, it is possible that NG undergoes co-degradation with PIF1 through PPK kinases or additional unknown kinases^59^. Taken together, by analyzing multiple *phyB* mutants, these data strongly support the hypothesis that the extreme C-terminal domain of phyB is necessary for many phyB-mediated responses during photomorphogenesis.

Several lines of evidence show that the C-terminal end of phyB is specifically necessary for SPA1 interaction and PIF1 degradation, as opposed to a defect in interaction with PIF1 and/or lack of dimerization. As shown in Supplementary Fig. 8a, PIF1 interacts with both phyB-GFP FL and phyB-GFP ΔC with a similar strength in vivo. Second, an in vitro native PAGE gel shows that phyB-GFP ΔC can dimerize in a similar manner to the phyB-GFP FL protein (Supplementary Fig. 8b). However, the isolated phyB CT ΔC failed to dimerize in yeast assays, despite similar dimerization activity of the phyB CT ΔC with phyB CT in yeast two-hybrid assays (Supplementary Fig. 8c), suggesting that the dimerization might be defective in the isolated phyB CT ΔC, but not in the phyB-GFP ΔC context. Third, chromatin immunoprecipitation (ChIP) assay showed that phyB-GFP FL, as well as phyB-GFP ΔC equally sequester PIF1 from the G-box on the *PIL1* promoter in response to red light (Supplementary Fig. 8d). Fourth, we introduced mutations in the four conserved amino acids in the HKRD domain to test whether the possible HKRD-related activity was affected in phyB-GFP ΔC (Supplementary Fig. 8e), and made homozygous transgenic plants expressing the wild type phyB-GFP FL and phyB-GFP 4 M in the *phyA211-phyB-9* background. Immunoblots show that the red light-induced PIF1 degradation was not affected in the *phyB-GFP 4* *M* compared to *phyB-GFP FL* (Supplementary Fig. 8f), suggesting that the residues within the HKRD-related domain are not necessary for PIF1 degradation. Finally, we purified phyB-GFP FL, phyB-GFP ΔC, and phyB-GFP 4 M proteins from *Saccharomyces cerevisiae* and confirmed no change in the intrinsic phyB kinase activities in these mutants (Supplementary Fig. 8g). Because phyB-GFP ΔC failed to form nuclear photobodies under red light and also defective in SPA1 interaction, the light-induced degradation of PIF1 might be promoted by either phyB-SPA1 interaction and/or phyB photobody formation in Arabidopsis.

### SPAs are necessary for PIF-target gene regulation

To understand the molecular basis of SPA- and phyB-mediated regulation of PIF1 stability, we also performed RNA-seq analysis for *spaQ*, *cop1-4* and Col-0 using 3-day-old dark-grown seedlings and dark-grown seedlings exposed to red light for 1 h. 

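For each of *spaQ*, *cop1-4* and Col-0, 3 libraries from seedlings exposed to red light were analysed. The dark libraries of these genotypes were not analysed here. *spaQ* is the quadruple mutant of *SPA1*, *SPA2*, *SPA3* and *SPA4*, and *cop1-4* is a weak mutant allele of *COP1*. Seedlings were 3 days old and had received far-red light (10 µmolm-2 s-1) after the induction of germination. For the red light, the methods give 3.5 µmolm-2 s-1 and the labels of the libraries give 8 µmolm-2 s-1. The authors aligned the reads to TAIR10 with TopHat and deposited the counts of reads that HTSeq-count assigned to each annotated gene, without normalization. The libraries held between 20804090 and 23996624 counts for Col-0 (median 21172922), between 16358264 and 19619022 for *cop1-4* (median 18210380) and between 21918551 and 24338460 for *spaQ* (median 22240297). In these libraries, 3 counts of a gene, taken as the smallest detectable amount, equal 0.114 to 0.188 CPM (counts scaled by library size), a floor that covers counting error only. The 10 genes with the most counts took 4.10 to 4.27% of the counts in Col-0, 6.77 to 7.31% in *cop1-4* and 6.01 to 6.27% in *spaQ*. Counts were normalized by the TMM method of edgeR, and the 9 libraries were fitted together over the 20396 genes that passed its expression filter. The biological coefficient of variation between replicates was 3.39% in Col-0, 4.17% in *cop1-4* and 5.82% in *spaQ*. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, which is the smallest change in the paper's lists for these genotypes. The methods write this limit as 2. The genes mutated in these plants were examined first. *SPA1* (AT2G46340) had 310 ± 6.78 CPM (SD, n = 3) in Col-0, 212 ± 2.63 CPM in *cop1-4* and 40 ± 2.07 CPM in *spaQ*. Its log2 fold change between *spaQ* and Col-0 was -2.96 (standard error 0.052, adjusted p = 2.82e-25, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SPA3* (AT3G15354) had 150 ± 4.76 CPM (SD, n = 3) in Col-0, 111 ± 2.8 CPM in *cop1-4* and 24.5 ± 1.56 CPM in *spaQ*, a log2 fold change of -2.61 between *spaQ* and Col-0 (standard error 0.055, adjusted p = 9.18e-24, same test). *SPA2* (AT4G11110) had 46.7 ± 3.14 CPM in Col-0 and 50 ± 3.05 CPM in *spaQ* (SD, n = 3). Its log2 fold change of 0.10 (standard error 0.060) did not pass the same edgeR test (adjusted p = 0.131, 0.0173 to 0.529 over the alternative settings tried). It was -0.15 when the libraries were scaled by their size alone. *SPA4* (AT1G53090) had 52.2 ± 1.33 CPM in Col-0 and 65.7 ± 2.43 CPM in *spaQ* (SD, n = 3). Its log2 fold change was 0.33 (standard error 0.051, edgeR adjusted p = 2.02e-06) and fell to 0.08 under scaling by library size, where it no longer passed the test. *COP1* (AT2G32950) had 68.2 ± 2.12 CPM in Col-0, 37.8 ± 1.45 CPM in *cop1-4* and 82.5 ± 6.67 CPM in *spaQ* (SD, n = 3), with a log2 fold change of -0.85 between *cop1-4* and Col-0 (standard error 0.060, edgeR adjusted p = 1.43e-12).

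**Figure D1:**
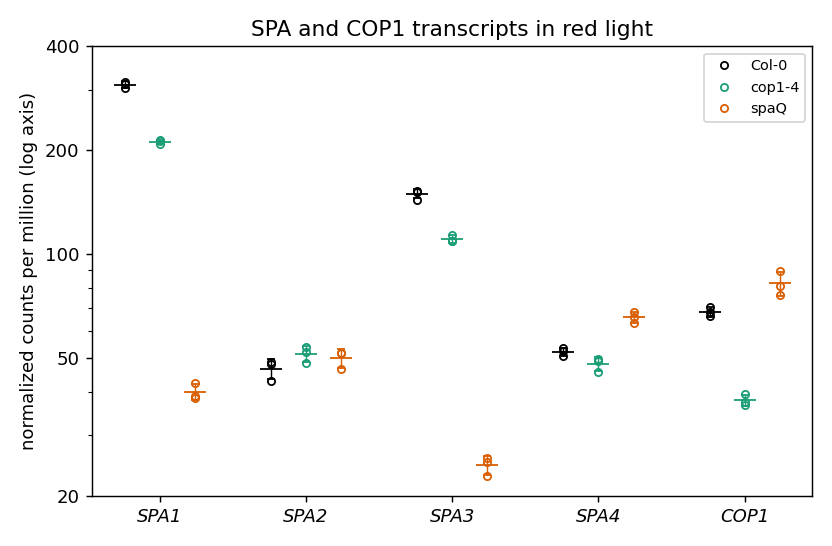
CPM (TMM-normalized, log axis) of *SPA1*, *SPA2*, *SPA3*, *SPA4* and *COP1* in the 3 red light libraries of each genotype, drawn as points with their mean and SD as bars. The *spaQ* libraries lie between 38.5 and 42.3 CPM for *SPA1* and between 22.8 and 25.7 CPM for *SPA3*, under every Col-0 and *cop1-4* library.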

In wild type Col-0, 2702 genes are differentially expressed between dark and 1 h of red light treated samples (Fig. 8a), which are categorized as red light responsive genes in the wild type. Red light responsive genes between 1 h of red light treatment compared to dark in *cop1-4* and *spaQ* are also presented in Supplemental Data 1. In *spaQ* and *cop1-4* mutants, however, 1861 genes are no longer responding to the red-light treatment, suggesting the importance of COP1-SPA complex in regulating red light-responsive gene expression (Supplemental Data 2). Remarkably, the *spaQ* mutant showed 854 genes that do not overlap with *cop1-4* differentially expressed genes (Fig. 8a, Supplemental Data 3). The existence of these exclusively SPA-dependent genes supports a COP1-independent function of SPA proteins.

**Fig. 8:**
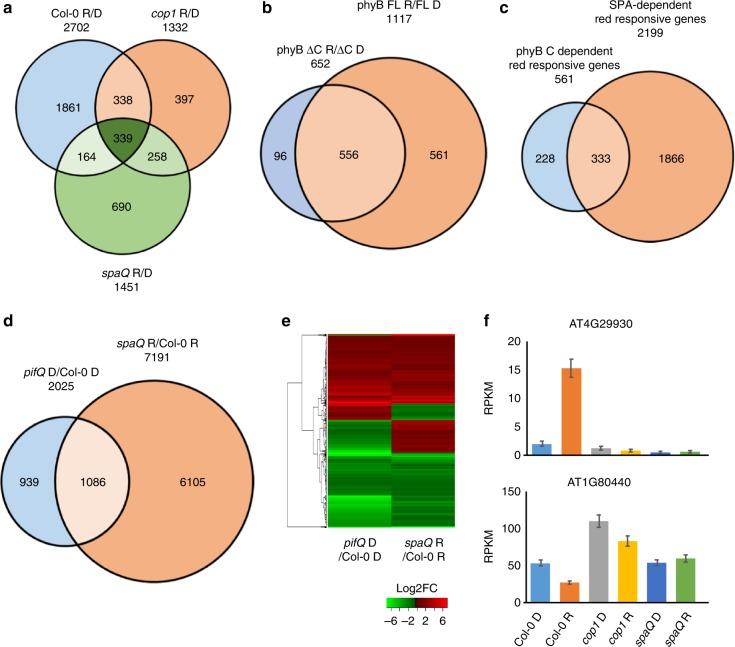
RNA-sequencing revealed unique roles of SPAs in PIF-regulated gene expression. **a** Venn diagram of differentially expressed genes (DEGs) in a three-way comparison as indicated (Col-0 R/D, *spaQ* R/D and *cop1-4* R/D). Genes showing differential expression in red light vs dark in three genotypes are presented. **b** Venn diagram of DEGs in phyB-GFP FL vs phyB-GFP ΔC in response to red light. A total of 561 genes was identified as DEGs in phyB-GFP FL that did not show differential expression in phyB-GFP ΔC. **c** Venn diagram showing DEGs in a pairwise comparison between SPA-dependent red light responsive genes and phyB C-terminal-dependent red light responsive genes. Sixty percent of phyB C terminal-dependent red light responsive genes are overlapped with SPA-dependent red responsive genes, supporting a role of the phyB C-terminal domain in SPA-regulated gene expression in response to red light. **d** Venn diagram showing DEGs in a pairwise comparison between *pifQ*-dependent genes in darkness and *spaQ*-dependent red light responsive genes. Approximately, 54% of the PIF target genes are mis-regulated in *spaQ* mutant. **e** Hierarchical clustering of 1086 DEGs in two different pairwise comparisons as indicated (*pifQ* D/Col-0 D and *spaQ* R/Col-0 R). **f** Bar graph showing expression level of one light-inducible and one light-repressive gene in three genotypes as indicated. Reads Per Kilobase of transcript per Million (RPKM) values were obtained from RNAseq data. Error bar = SD, (*n* = 3)

We also performed RNA-seq analysis for *phyB-GFP FL* and *phyB-GFP ΔC* under the same conditions. 

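These 2 lines carry full-length phyB fused to GFP (FL), or the same protein without the C-terminal end that interacts with SPA1 (ΔC), in the *phyA-211 phyB-9* background. Each line was analysed as 3 dark and 3 red light libraries, handled by the authors like those of Col-0, *cop1-4* and *spaQ*. The dark libraries held between 17334336 and 21916855 counts for *phyB-GFP FL* (median 19457862) and between 23169533 and 29523833 for *phyB-GFP ΔC* (median 28158041). The red light libraries held between 16553929 and 18380424 counts for *phyB-GFP FL* (median 18186641) and between 15678019 and 24595649 for *phyB-GFP ΔC* (median 23937936). At these depths 3 counts equal 0.101 to 0.191 CPM. The 12 libraries were fitted together over 20459 genes, and a gene was called at an adjusted p-value under 0.05 and a change of over 1.5-fold, since the smallest absolute log2 fold change in the paper's list for *phyB-GFP FL* is 0.585. The methods write this limit as an absolute log2 fold change of 1.5. The biological coefficient of variation was 9.15% in dark and 13.1% in red light for *phyB-GFP FL*, and 6.91% and 7.13% for *phyB-GFP ΔC*. In *phyB-GFP FL* under red light, the third replicate stood apart. The chi-square per gene, which is near 1 for counting noise alone, was 19.7 and 31.5 between that replicate and the other two, against 4.56 between those. *PHYB* (AT2G18790) counts, which can come from the transgene and from the mutated endogenous gene, were 1410 ± 163 CPM in dark and 1200 ± 242 CPM in red light in *phyB-GFP FL* (SD, n = 3), and 1320 ± 58.9 CPM and 1320 ± 61.3 CPM in *phyB-GFP ΔC*. Both lines were far above Col-0, which had 133 ± 4.15 CPM of *PHYB* in red light (SD, n = 3), from its own normalization. The log2 fold change of *PHYB* between *phyB-GFP ΔC* and *phyB-GFP FL* was -0.10 in dark (standard error 0.128, adjusted p = 0.798, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In red light it was 0.13 (standard error 0.128, edgeR adjusted p = 0.654), and -0.02 when the third red light replicate of *phyB-GFP FL* was left out. *PHYA* (AT1G09570), mutated in both lines, had 75.8 ± 2.55 CPM in dark and 35.2 ± 2.63 CPM in red light in *phyB-GFP FL* (SD, n = 3), and 76.8 ± 2.12 CPM and 45 ± 2.72 CPM in *phyB-GFP ΔC*. Col-0 had 611 ± 7.29 CPM (SD, n = 3) in red light, from its own normalization. The *PHYA* difference between the lines was a log2 fold change of 0.02 in dark (standard error 0.067, edgeR adjusted p = 0.941), which was -0.002 without the first dark replicate of *phyB-GFP FL*. In red light it was 0.35 (standard error 0.070, edgeR adjusted p = 0.0159, with a range of 0.000549 to 0.102 over the alternatives tried).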

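In *phyB-GFP FL*, 1023 of 20459 genes were called between red light and dark, 671 with higher and 352 with lower expression in red light (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was reached by 3804 genes. The number depended on the threshold, with 234 genes when the absolute log2 fold change had to exceed 1.5 and 1824 without a fold limit. Dark and red light libraries with the same replicate number deviated from their group means in opposite directions (mean correlation -0.262 across genes), and 951 genes were called with the replicate number as a block. Among genes with an average log2 CPM of at least 3, *PIL1* (AT2G46970) had the largest decrease, a log2 fold change of -4.37 (standard error 0.114, edgeR adjusted p = 3.91e-11). The decreases of *HB-2* (AT4G16780) and *RTFL21* (AT1G67265) were -3.00 (standard error 0.090) and -2.89 (standard error 0.140). Their largest increases were those of *CAB2* (AT1G29920), *ELIP1* (AT3G22840) and *STH* (AT2G31380), with log2 fold changes of 4.94 (standard error 0.299), 4.25 (standard error 0.246) and 4.08 (standard error 0.278). *CAB2* belongs to a family with near-identical members, between which the counting can split reads, and its red light libraries had 268, 267 and 578 CPM. *PIF1* (AT2G20180, listed as *PIL5* in the TAIR10.1 annotation) rose by 0.23 (standard error 0.064, edgeR adjusted p = 0.0365), with an adjusted p-value between 0.00681 and 0.164 over the alternatives tried.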

A total of 1117 genes were differentially expressed in *phyB-GFP FL* in response to red light within 1 h (Fig. 8b, Supplemental Data 1, 4). Among them, 561 genes were misregulated in *phyB-GFP ΔC* mutant that did not display light responsiveness (Supplemental Data 5). Thus, we categorized these genes into phyB C-terminal-dependent red-responsive genes (Fig. 8b). 

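In *phyB-GFP ΔC*, 590 genes were called between red light and dark, 325 with higher and 265 with lower expression in red light, by the same test as in *phyB-GFP FL*. An unadjusted p-value under 0.05 was reached by 2727 genes. Of all genes called, 510 were called in both lines, 513 in *phyB-GFP FL* only and 80 in *phyB-GFP ΔC* only. The 513 genes comprised 377 with higher and 136 with lower expression in red light in *phyB-GFP FL*. With the replicate number as a block, 472 genes were called in *phyB-GFP FL* only. Of the 561 genes in the paper's list (Supplemental Data 5), 552 passed the expression filter and 467 were called in *phyB-GFP FL*. Among these, 453 were called in *phyB-GFP FL* only and 14 in both lines. The paper's list for *phyB-GFP FL* shared 999 genes with the calls made here, and its list for *phyB-GFP ΔC* shared 567. At the same minimum expression, the largest decreases in *phyB-GFP ΔC* were those of *PIL1*, with a log2 fold change of -4.16 (standard error 0.107, adjusted p = 3.98e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *HB-2* with -2.78 (standard error 0.087) and AT5G44260 with -2.56 (standard error 0.099). The largest increases were those of AT3G12320, with 3.21 (standard error 0.073, edgeR adjusted p = 1.41e-11), *LHCB2.2* (AT2G05070) with 2.84 (standard error 0.243) and *CDF3* (AT3G47500) with 2.74 (standard error 0.085). *LHCB2.2* is, like *CAB2*, one of a family of similar genes. *PIF1* rose by 0.24 in *phyB-GFP ΔC* (standard error 0.063, edgeR adjusted p = 0.042, 0.00952 to 0.185 over the alternatives tried).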

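Whether the response to red light differs between the lines was tested by the interaction of line and light, the log2 fold change in *phyB-GFP ΔC* minus that in *phyB-GFP FL*. At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all genes tested) 21 genes differed, and 925 did so at an unadjusted p-value under 0.05. All 21 were called in both lines and rose more in *phyB-GFP FL* than in *phyB-GFP ΔC*. None of the 513 genes called in *phyB-GFP FL* only passed this test (0 at an adjusted p-value under 0.05, 233 at an unadjusted one). The smallest adjusted p-value among them was 0.0649 in edgeR's test. The number of interaction genes moved most when all 21 libraries were fitted together, to 105, of which 30 were called in *phyB-GFP FL* only. It was 9 with the replicate number as a block. Of the 513 genes, 502 (97.9%) changed in the same direction in *phyB-GFP ΔC*, and 133 had an adjusted p-value under 0.05 there when no fold change was required. The median absolute log2 fold change of the 513 genes was 0.80 in *phyB-GFP FL* and 0.44 in *phyB-GFP ΔC*. The median ratio of the ΔC to the FL log2 fold change was 0.489, with quartiles of 0.341 and 0.63. From the same-numbered libraries it was 0.387, 0.555 and 0.488 (0.477 ± 0.0848, SD, n = 3). It was 0.499 with the replicate number as a block. These genes were selected for a larger change in *phyB-GFP FL*, which lowers the ratio. The 510 genes called in both lines had a median ratio of 0.782 (quartiles 0.664 and 0.933). Among the genes of the paper's list, the interaction passed at an adjusted p-value under 0.05 for 0 genes when adjusted over all genes tested and for 64 when adjusted over the list alone, a list that was drawn from these libraries for this pattern. An unadjusted p-value under 0.05 was reached by 234. The smallest interaction p-values were those of *ABCI21* (AT5G44110), *ABCI20* (AT5G02270) and *SPA1*, with log2 differences of -1.13 (standard error 0.111, edgeR adjusted p = 0.00226), -1.09 (standard error 0.121, edgeR adjusted p = 0.00388) and -0.79 (standard error 0.090, edgeR adjusted p = 0.00388). Each difference was negative in all 3 same-numbered pairs.

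**Figure D2:**
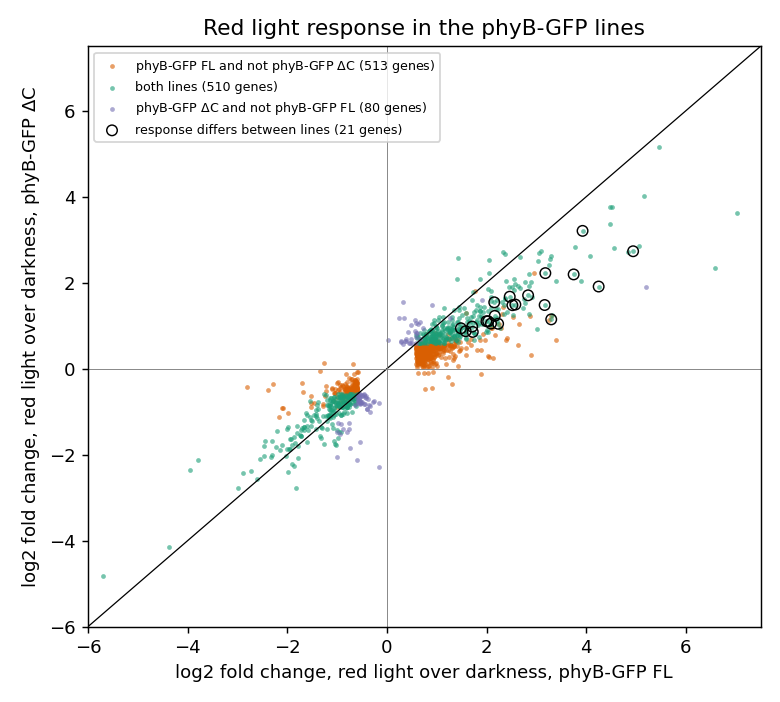
Log2 fold change between red light and dark in *phyB-GFP FL* (x axis) and *phyB-GFP ΔC* (y axis) for the 513 genes called in FL only, the 510 called in both lines and the 80 called in ΔC only, with the 21 interaction genes circled and the diagonal marking equal responses. Most genes called in FL only lie between the diagonal and the line of no change in ΔC, and 502 of them have the same sign in both lines.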

By comparing the differential gene expression in Col-0 Red/Dark and *spaQ* Red/Dark (Fig. 8a), 2199 genes no longer responding to red light treatment in *spaQ* and are defined as SPA-dependent red responsive genes. Because we identified the phyB C-terminus as a SPA1 interaction domain (Fig. 4), we compared the list of phyB C-terminal-dependent red-responsive genes with the SPA-dependent red-responsive genes. These analyses showed that ~59% (333/561) of the phyB C-terminal-dependent genes also overlap with SPA-dependent genes (Fig. 8c, Supplemental Data 6), suggesting a common regulatory pathway shared by phyB and SPA proteins. 

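The list of genes that are both phyB C-terminal-dependent and SPA-dependent (Supplemental Data 6) rests partly on dark libraries of Col-0 and *spaQ*, so only its *phyB-GFP* part was examined. All but 3 of its genes passed the expression filter. Of these 331, 277 were called in *phyB-GFP FL*, and 274 were called in *phyB-GFP FL* and not in *phyB-GFP ΔC* (249 with the replicate number as a block). For none of them did the response to red light differ between the lines at an adjusted p-value under 0.05 over all genes tested (0 genes by edgeR's quasi-likelihood test, 167 at an unadjusted p-value under 0.05). Adjusted over the list alone, which was selected from the same libraries, 79 passed. In red light, 275 of the 497 genes called in *phyB-GFP FL* only that were also tested in the other fit differed between *spaQ* and Col-0 (55.3%). The share was 59% for the genes called in both lines (296 of 502) and 31.6% for all genes tested in both fits. The paper compared the 2 categories because the phyB C-terminus interacts with SPA1, and from their overlap it proposes a regulatory pathway that phyB and the SPA proteins share.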

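Between *spaQ* and Col-0 in red light, 6630 of 20396 genes were called, 3059 with higher and 3571 with lower expression in *spaQ* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 16398 had an unadjusted p-value under 0.05. The number depended on the threshold, with 2369 genes when the absolute log2 fold change had to exceed 2 and 16190 without a fold limit. When libraries were scaled by their size alone, 6681 genes were called, of which 32.7% were higher in *spaQ*, against 46.1% with TMM normalization. At an average log2 CPM of at least 3, the 6 largest changes (3 in each direction) were against libraries with at most 3 counts of the gene, so only a lower bound can be given. *UMAMIT36* (AT1G70260), *WSD1* (AT5G37300) and AT4G17470 were at least 408-fold, 152-fold and 148-fold lower in *spaQ*. *CIPK20* (AT5G45820), AT5G62240 and *CYP706A6* (AT4G12320) were at least 804-fold, 345-fold and 224-fold higher. All of these had an adjusted p-value of 1.74e-19 or lower in edgeR's test and changed in the same direction in all 3 same-numbered pairs of libraries.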

Red light responsive *spaQ*-regulated genes were identified as differentially expressed genes between *spaQ* in red light compared to Col-0 in red light (*spaQ* Red/ Col-0 Red) (7191 genes). PIF-mis-regulated genes (2025 genes) in darkness were previously described^60^. We found ~54% (1086/2025) of the PIF-mis-regulated genes in darkness overlapped with the *spaQ*-regulated genes in response to red light (Fig. 8d, Supplemental Data 7). 

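Of the 1086 genes (Supplemental Data 7), 1047 passed the expression filter and 39 did not. In red light 1046 of them, 96.3% of the list, were called between *spaQ* and Col-0, 465 with higher and 581 with lower expression in *spaQ* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Adjusted over the list alone the number was again 1046. The list was selected from the same libraries for this difference. With a required absolute log2 fold change over 2, 529 of its genes were called.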

We generated a heatmap for these 1086 overlapping genes and compared their gene expression changes in two different genotypes (*pifQ* vs *spaQ*). A large number of genes showed a similar pattern of up (red)- or down (green)-regulation compared to wild type (Fig. 8e), suggesting that SPA-regulated genes in early red light are largely PIF-regulated as well. 

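The sign of the *spaQ* change in red light was compared with that of the published *pifQ* change in darkness, which the paper lists beside each gene. *pifQ* is the quadruple mutant of *PIF1*, *PIF3*, *PIF4* and *PIF5*. Of the 1047 genes with a value, 780 (74.5%) changed in the same direction, 376 higher and 404 lower in both mutants. Another 178 genes were lower in *spaQ* and higher in *pifQ*, and 89 were higher in *spaQ* and lower in *pifQ*. The shares from the same-numbered pairs of *spaQ* and Col-0 libraries were 74.5, 74.6 and 74.5% (SD 0.0551, n = 3), and the paper's own log2 fold changes give 74.3%. Across genes, which are not independent replicates, the changes in *spaQ* and *pifQ* had a Pearson correlation of 0.340 and a Spearman correlation of 0.433. Among genes with at least 10 counts in every library the share was 78.9%, the largest move under any alternative. From the similar pattern in both mutants, the paper proposes that the genes regulated by SPA proteins in early red light are largely PIF-regulated too.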

Among these genes, Fig. 8f shows an example of the expression level for one light-inducible and one light-repressed gene in *spaQ* and *cop1-4* in comparison to wild type. Moreover, we selected a few of these genes and verified their expression levels by an independent method using RT-qPCR assays. 

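The gene shown as light-inducible, AT4G29930, lies on chromosome 4 from 14643994 to 14647637 in the TAIR10.1 annotation. In red light it had 15.7 ± 1.58 CPM (SD, n = 3) in Col-0, 0.949 ± 0.265 CPM in *cop1-4* and 0.657 ± 0.0708 CPM in *spaQ*. Its log2 fold change to Col-0 was -4.57 in *spaQ* (standard error 0.165, adjusted p = 7.45e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.04 in *cop1-4* (standard error 0.162, edgeR adjusted p = 1.14e-17). The light-repressed gene, AT1G80440, lies on chromosome 1 from 30241452 to 30243176. It had 50.4 ± 3.78 CPM (SD, n = 3) in Col-0, 171 ± 12.3 CPM in *cop1-4* and 117 ± 11.8 CPM in *spaQ*. Its log2 fold change was 1.22 in *spaQ* (standard error 0.067, edgeR adjusted p = 6.93e-15) and 1.76 in *cop1-4* (standard error 0.067, edgeR adjusted p = 3.48e-18). For both genes every library of either mutant lay on the same side of all Col-0 libraries. The paper plots RPKM from Cufflinks, while CPM here are not scaled by gene length.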

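The paper's RT-qPCR cycle values give a log2 ratio between each mutant and Col-0 in red light for 5 genes. These were set against the RNA-seq log2 fold changes of the same genotypes. In 9 of the 10 comparisons, which cover AT5G10720, AT5G06530, AT5G54470, AT4G29930 and AT1G20900 in *cop1-4* and *spaQ*, both methods gave the same direction, a decrease. The log2 values differed by 0.12 to 2.50. The RNA-seq log2 fold change of AT5G10720 was -1.20 in *spaQ* (standard error 0.096, adjusted p = 1.56e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's RT-qPCR ratio is -1.31. In *cop1-4* the values were -0.86 (standard error 0.095) and, from the paper, -1.41. For AT4G29930 the RNA-seq log2 fold change was -4.04 in *cop1-4* and -4.57 in *spaQ*, against the paper's -5.63 and -7.07. For AT5G06530 it was -1.15 in *cop1-4* and -0.31 in *spaQ* (standard errors 0.064 and 0.059), with RT-qPCR ratios of -2.10 and -1.69 from the paper. For AT5G54470 it was -0.55 and -0.84 (standard errors 0.080 and 0.080), against the paper's -1.82 and -1.36. In every comparison the RT-qPCR ratio lay below the RNA-seq value. AT1G20900 was the exception in direction, though its gap in *spaQ* was not the largest. In *spaQ* its RNA-seq log2 fold change was 0.50 (standard error 0.057, edgeR adjusted p = 1.40e-08), and the paper's RT-qPCR ratio is -0.33, with SDs of 0.412 for *spaQ* and 0.114 for Col-0 on the log2 scale. In *cop1-4* the values were -0.29 (standard error 0.062, edgeR adjusted p = 0.000183) and, from the paper, -1.37.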

Results show that the RNA-seq data are largely reproducible (Supplementary Fig. 9). Taken together, the RNA-seq data further supports the proposed trimolecular framework among phyB-SPA-PIF1 in regulating gene expression and photomorphogenesis in response to red light.

## Discussion

Substrate recognition by E3 ubiquitin ligases and subsequent degradation is one of the most critical cellular processes that is regulated by multiple signaling cascades in plants and animals^2,61^. Specific recognition of a substrate by an E3 ubiquitin ligase can be enhanced by phosphorylation of a substrate which increases the affinity between the substrate and the E3 ligase^1,62^. To promote photomorphogenesis, PIFs are phosphorylated, ubiquitinated and then degraded under light^31,32^. This study provides a mechanistic view on how PIF1 is phosphorylated and ubiquitinated by a cognate kinase-E3 ubiquitin ligase (COP1-SPA) for rapid light-induced degradation.

Although, initial studies on the SPA proteins were focused on their accessory role in enhancing COP1 E3 ligase function, a COP1-independent role for SPAs has not been shown yet, despite the presence of a kinase-like domain at the N-terminus. Here we show that the N-terminal domain of SPA1 possesses a ser/thr kinase activity. Recombinant full-length SPA1 and the N-terminal kinase-like catalytic domain (SPA1-Kin) display autophosphorylation activity (Fig. 1). Both proteins also phosphorylate a generic substrate MBP and a native plant substrate PIF1 in a concentration-dependent manner in vitro. The SPA1-mediated phosphorylation is acid stable and base labile, suggesting that the phosphorylated residues are serine and/or threonine (Supplementary Fig. 2c). Mutation in a critical residue of SPA1 (R517E) abrogating a conserved Glu-Arg salt bridge essential for eukaryotic protein kinases results in reduced kinase activity toward MBP and PIF1 in vitro (Fig. 1). The wild type and mutant SPA1-Kin domains equally bound to an ATP analog (TNP-ATP) in a concentration-dependent manner in vitro (Supplementary Fig. 2e), suggesting that the mutant SPA1-Kin is not defective in ATP binding. Consistently, the light-induced phosphorylation of PIF1 is reduced in the mutant SPA1 compared to wild type SPA1 transgenic plants (Fig. 3c). Moreover, the light-induced phosphorylation of PIF1 is drastically reduced in *spaQ* compared to wild type (Fig. 2). In addition, the mutant SPA1 failed to rescue the seedling de-etiolation phenotype in the dark and the light-induced seed germination phenotype compared to wild type SPA1 transgenic plants (Fig. 3a, b). Taken together, these data strongly support the conclusion that SPA1 acts as a bona fide ser/thr kinase for PIF1.

Recently, it was shown that SPA1^R517E^ mutant failed to rescue the seedling deetiolation phenotype of *spaQ*^43^, and these authors hypothesized that the kinase domain of SPA1 may provide structural information critical for SPA1 function. We have reproduced these data independently and also show additional phenotypes defective in this mutant. Our data show that the kinase domain displays a protein kinase activity in phosphorylating PIF1 in vitro and in vivo. Moreover, the kinase like domain of SPA1 may act as a molecular scaffold for potential protein-protein interaction. The arginine 517 in SPA1 is very well conserved among many plant species, suggesting an importance of the structural integrity of the kinase domain (Supplementary Fig. 1). It is possible that the SPA1^R517E^ mutant compromised not only the kinase activity, but also the structural integrity of the SPA1 kinase domain, resulting in a defect in PIF1 degradation and seed germination in response to light. The biochemical basis for the failure of the SPA1^R517E^ mutant to rescue the *spaQ* seedling de-etiolation phenotype in the dark is still unknown. However, our hypothesis is that the kinase activity by itself and/or the structural information included within the kinase domain contribute to regulating seedling de-etiolation phenotypes.

Direct interaction of PIF1 with the Pfr form of phyB is necessary for the rapid light-induced phosphorylation and degradation of PIF1^38^. The in vitro and in vivo data presented here show that phyB is promoting the PIF1-SPA1-phyB complex formation in a red light-inducible manner. Domain mapping analyses shows the last 80 amino acids at the C-terminal end of phyB is necessary and sufficient for SPA1 interaction (Fig. 4a–e). Deletion of the SPA1 binding domain from phyB (phyB ΔC) results in reduced PIF1 phosphorylation and degradation and hyposensitive phenotypes of *phyB-GFP ΔC* compared to wild type *phyB-GFP FL* plants (Figs. 6, 7, Supplementary Fig. 7). In addition, three other phyB C-terminal deletion mutants, *phyB-28*, *CG* and *NG*, that were previously reported^48,54^, also showed reduced phosphorylation and degradation of PIF1 similar to that of *phyB-GFP ΔC* (Fig. 7, Supplementary Fig. 7), further supporting that the C-terminal end of phyB is required for phyB-SPA1 interaction. Overall, these data strongly suggest that the recruitment of SPA1 kinase in a PIF1-SPA1-phyB trimolecular complex is a critical step for the rapid light-induced phosphorylation of PIF1.

The importance of the C-terminal domain of phytochromes in mediating light signaling has been in focus for decades^63^. Recently, Qiu et al showed that overexpression of the C-terminal domain of phyB (625 -1172 aa) induces degradation of PIF3 and activates light-inducible gene expression in the dark^55^. Consistent with this study, Park et al (2018) showed that phyB regulates PIF activity by two independent methods: PIF sequestration, which is induced by the N-terminal half of phyB^57,64^, and PIF degradation, which is induced by the C-terminal half of phyB^64^. These two separable activities of phyB are located in two halves of phyB protein. Although, these data highlight the importance of the C-terminal domain of phyB in regulation of PIF abundance, our data show that the last 80 amino acids of the C-terminal domain of phyB is necessary for the light-dependent SPA1 interaction both in vitro and in vivo. Moreover, this domain is necessary for phyB nuclear translocation and photobody formation in response to light (Fig. 6e). SPA proteins co-translocate with phyB into the nucleus^46^. However, it is highly unlikely that SPA proteins are the only factors facilitating transport of phyB into nucleus, as PIFs also promote nuclear translocation of phyB^65^. It is possible that this domain interacts with SPA proteins as well as other factors, and these combined interactions are required for phyB nuclear transport and photobody formation. Because phyB-GFP ΔC behaves normally in terms of chromophore binding, dimerization, PIF1 interaction and sequestration, and complements the *phyB* phenotypes to a large extent, the defects observed in *phyB-GFP ΔC* seedlings might not be due to a non-functional protein, rather due in part to a lack of phyB-SPA1 binding in addition to other potential unknown interactions necessary for robust phyB nuclear transport and photobody formation. However, it is still possible that phyB-ΔC might have additional intrinsic defects that were not fully addressed in our study. For example, the phyB-GFP ΔC exhibits defect in the photobody formation similar to the PBY18-YFP (D1040V), which cannot dimerize^55^. But unlike PBY18-YFP (D1040V) which lacks PIF3 interaction, phyB-GFP ΔC still interacts with PIF1 in vivo. Because the isolated phyB CT ΔC failed to dimerize in yeast, it is still possible that the last 80 amino acids of phyB contributes to the dimerization and photobody formation of phyB-GFP ΔC.

Multiple kinases phosphorylate PIFs in vitro including, phytochrome itself^32,42,49,50,59,66^. However, Casein Kinase II (CK2) and BRASSINOSTEROID- INSENSITIVE2 (BIN2) were shown to phosphorylate PIF1 and PIF4, respectively, only in vitro in a light-independent manner. Photoregulatory Protein Kinases (PPK1–PPK4) phosphorylate PIF3 both in vitro and in vivo, and the light-induced phosphorylation of PIF3 is defective in *ppk* mutants compared to wild type^59^. However, PPKs do not interact with phyB in a light-dependent manner in vitro. Moreover, PPK-mediated phosphorylation of PIF3 might be involved in signal attenuation as opposed to signal transduction, as the *ppk* mutants display hypersensitive phenotypes in response to red light. A recent study also showed that phytochrome itself acts as a kinase for PIFs^50^. However, the kinase activity of oat phyA has been mapped to the N-terminus as opposed to a conserved HKRD located at the C-terminus. Although the location of the kinase domain in Arabidopsis phys is still being investigated, purified Arabidopsis phyA and phyB from two different expression hosts induce phosphorylation of PIF1 in vitro (Supplementary Fig. 5). Moreover, phyB and SPA1 mutually enhanced phosphorylation of PIF1 in vitro (Fig. 5). Thus, it appears that multiple kinases are necessary for sequential and possibly cooperative phosphorylation of PIF1. Phenotypic analyses showed that only *spaQ* exhibits robustly delayed germination phenotype and an absence of the light-induced PIF1 phosphorylation in vivo. Therefore, SPAs are necessary for phyB-mediated signal transduction to regulate PIF1 abundance (Fig. 9).

**Fig. 9:**
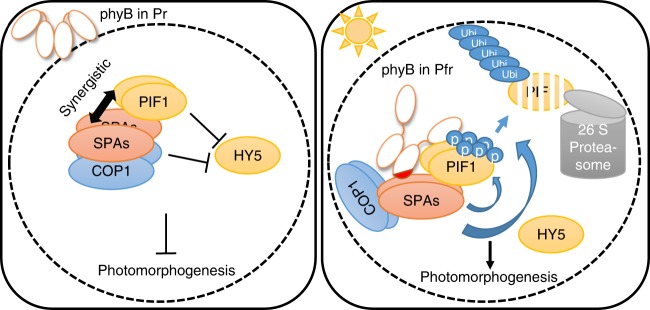
Model showing phyB-SPA1-COP1-PIF1 relationships in dark and light conditions. In darkness, inactive Pr form of phyB is present in the cytoplasm, while COP1-SPA complex together with PIF1 as a co-factor induces degradation of positively acting transcription factors (HY5/HFR1 and possibly others). However, upon light exposure, activated Pfr form of phyB translocates into the nucleus and interacts with PIF1 as well as SPA1 to trigger rapid phosphorylation of PIF1. phyB interacts with PIFs mostly through its N-terminal domain, while its extreme C-terminal 80 amino acids (shown as a red patch) are necessary for SPA1 interaction. By stabilizing the phyB-SPA1-PIF1 tripartite complex, phyB can initiate the light-induced phosphorylation of PIF1 by SPA1 kinase. Phosphorylated PIF1 is then recognized by the CUL4^COP1-SPA^ E3 ubiquitin ligase for rapid poly-ubiquitination and subsequent degradation through the 26S proteasome. Degradation of PIFs and stabilization of HY5 result in promotion of photomorphogenesis

Because SPAs are crucial for the COP1-SPA E3 ubiquitin ligase complex, this study identified a novel mechanism by which a cognate kinase-E3 ligase complex selectively interacts with its substrate and triggers rapid degradation in a light-inducible manner. This unique kinase-E3 ligase complex may account for the rapid degradation speed observed under red light for PIF1^38^. Finally, our findings suggest that other known COP1-SPA targets might also be phosphorylated by SPAs, given that the WD40 repeat domains present in COP1 and SPA proteins prefer phosphorylated substrates for binding^67,68^. Future experiments are necessary to address whether other COP1-SPA substrates are also phosphorylated by SPA kinase, and if the cognate kinase-E3 ubiquitin ligase model presented here may also be applicable to other E3 ligase complexes in plants and animals.

## Methods

### Plant materials and growth conditions

Wild type Col-0, various mutants, and transgenic plants in the Col-0 background were used in this study unless otherwise indicated. Plants were grown in soil under 24-h light at 22 ± 0.5 °C.

### Construction of vectors and generation of transgenic plants

*TAP-PIF1*, *TAP-SPA1*, *PIF1-HA*, *TAP-SPA1/PIF1-HA*, and *TAP-PIF1/spaQ* transgenic plants were reported previously^13,22,38,41,42^. To generate phyB-GFP FL and phyB-GFP ΔC, PHYB F KpnI-PHYB R SmaI, PHYB-GFP ΔC R SmaI primers were used to amplify PHYB coding sequence. These were first subcloned into pEZS-NL vector. The expression cassettes from pEZS-NL-PHYB(ΔC) were cut out with NotI and cloned into pART27 binary vector with NotI restriction enzyme. Then pART27- PHYB(ΔC)-GFP were transformed into *phyA-211phyB-9* double mutant and transformants were selected in the presence of Kanamycin antibiotics. For SPA1, full-length *SPA1-6his* coding sequence was amplified by PCR using the primers SPA1 F BamHI -His R XhoI and cloned into pCAMBIA C-luc vector. The mutant version of SPA1, mSPA1 was generated using Quickchage II site-directed mutagenesis kit (Agilent, Catalog #200523) in pBSK-SPA1. Both wild type and the mutant SPA1 were transformed into GV3101 and then transformed into *spa123* mutant. Obtained SPA1 transgenic plants in *spa123* were further crossed with *spaQ* mutant to generate SPA1/*spaQ* and mSPA1/*spaQ* transgenic plants.

### Protein purification from *E. coli*

SPA1 kinase domain was subcloned into pASK75 vector with SPA1 F BamHI- SPA1 kin R SalI primers. SPA1 kinase domain was then PCR amplified with SPA1 F BamHI-Strep R NotI primers and cloned into pGEX4T-1. For generation of mSPA1, pASK75-SPA1 kinase domain clone was mutagenized using Quickchange II site-directed mutagenesis kit (Agilent, Catalog #200523). Each plasmid was transformed into BL21(DE3) cells. Protein expression was induced under 16 °C for 12 h with 0.1 mM IPTG. Collected cells were sonicated in binding buffer (100 mM Tris, pH 7.5, 150 mM NaCl, 0.2% Tergitol NP-40, 0.1 mM EDTA, 1· Protease inhibitor cocktail, and 1 mM PMSF) and purified using Strep-Tactin Sepharose column (IBA, Cat# 2-1209-001). Columns were washed three times thoroughly by applying 5 mL of the binding buffer. Proteins were eluted with the elution buffer (Tris 7.5 100 mM, EDTA 1 mM, 10% glycerol, 10 mM d-desthiobiotin) into separate fractions. The eluted proteins were analyzed on a SDS-PAGE gel and used for kinase assays. pGEX PIF1-strep clone was previously reported^50^. GST-PIF1-strep was purified using the same method as described in this section. For MBP-SPA1, pMAL p2x SPA1 construct was used as described previously^41^.

### SPA1 and phytochrome purification from *Pichia pastoris*

The full-length SPA1 coding sequence was PCR-amplified with SPA1 F BamHI-SPA1 R SalI primers and subcloned into pASK75 vector. Then, SPA1-strep coding sequence was PCR-amplified with SPA1 F SnaBI- strep R NotI primers and cloned into pPIC3.5 K vector. Flag sequences (3·) were further cloned into the SnaBI site of the pPIC3.5 K SPA1-strep clone using Flag F-Flag R primers. Approximately 30 µg of SPA1-strep pPIC3.5 K plasmid DNA was linearized using PmeI restriction enzyme. *Pichia pastoris* strain GS115 was grown in YPD media and the electro-competent cell was prepared according to the manufacturer’s instructions (Life Technology, Pichia Expression Kit, Cat.# K1710-01). Electroporation was performed using a general setup provided by electroporator (Bio-rad) for *Pichia pastoris*. Transformed colonies were selected on the MD media plates (1· YNB, 1· biotin, 2% Dextrose, 1.8% agar). Plates were incubated at 30 °C for two days to obtain ~5000 colonies. Multiple genomic integrations of the plasmids were further confirmed by antibiotic resistance at 0.5, 1, 1.5, 2, 2.5, 3, 3.5, and 4 µM of G418 Geneticin (Sigma, Cat.# 11811023) containing YPD media for five days of incubation. The selected colonies were tested their Mut^s^ phenotype on solid MM media (1· YNB, 1· biotin, 5% methanol, 1.8% agar) and used for protein purification. For induction of the protein expression, the colony was initially inoculated in 10 mL of liquid MM media for 24 h, and then cultured in 200 mL of liquid MGY (1x YNB, 1x biotin, 2% glycerol) media for an additional 24 h. The cells were collected and MGY media was completely removed. Then, the collected cells were resuspended and diluted into 1 L of liquid MM media (1x YNB, 1x biotin, 5% methanol) to induce protein expression for 24 h at 30 °C.

The collected induced cells were resuspended in the lysis buffer (100 mM Tris pH 7.5, 150 mM NaCl, 0.2% Tergitol NP-40, 0.1 mM EDTA, 1x Protease inhibitor cocktail, 1 mM PMSF) and ground in liquid nitrogen using physical force with a homogenizer (Nohonseiki Kaisha LTD Japan, model AM-3). The whole cell extracts were filtered through a 0.45 µm filter and ran through the Strep-Tactin Sepharose column (IBA Lifesciences, Cat.# 2-1202-001) for purification. The column was washed 5 times thoroughly before eluting with the elution buffer (100 mM Tris pH 7.5, 1 mM EDTA, 10% glycerol, 10 mM d-desthiobiotin). Purified protein was analyzed on a SDS-PAGE gel.

Arabidopsis phytochrome B was purified from *Pichia pastoris* as described previously^69^. In brief, *PHYB* expressing *Pichia pastoris* GS115 strain was grown in 200 mL MGY media for 24 h before transferring into 1 L MM media to induce protein expression. The cells were harvested and homogenized. Total proteins were precipitated by ammonium sulfate salting-out (0.23 g/mL) methods. The pellet was resuspended and assembled with a chromophore (10 µM), phycocyanobilin (Frontier Scientific, Cat.# P14137). Strep-Tactin Sepharose column was used to purify phyB holoprotein. The purified protein was analyzed on a SDS-PAGE gel.

### Phytochrome purification from *Saccharomyces cerevisiae*

We obtained *Saccharomyces* strain RKY1293 from Dr. Arlen Johnson at UT. The full-length *PHYB* coding sequence was first subcloned into pEZS-NL using phyB F KpnI- phyB R SmaI primers. By using phyB F KpnI- GFP R XbaI primers, PHYB-GFP was PCR-amplified and cloned into pYES2 (Invitrogen, Carlsbad, USA) vector. The pYES2-PHYB-GFP was transformed into yeast strain RKY1293 using EZ transformation kit and transformants were selected on –URA dropout media. The selected colonies were grown in the 50 mL of liquid –URA dropout media with 2% raffinose as a carbon source. By adding 2% of galactose, phyB expression was induced for 12 h. The induced cells were collected and resuspended in lysis buffer (100 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tergitol NP-40, 1 mM EDTA, 1x Protease inhibitor cocktail, 1 mM PMSF), and then frozen in liquid nitrogen to be ground thoroughly using a pestle and mortar. The fine powder was thawed on the mortar and collected in the test tubes. Tubes were centrifuged at a maximum speed 20200 × g for 20 min at 4 °C. For purification of the apoprotein, one microgram of anti-GFP (Abcam # ab6556) antibody was preincubated with 20 µL of protein A Dynabeads for 15 min. The antibody-bound Dynabeads were washed with the lysis buffer and incubated with the supernatant. After two hours of incubation, the Dynabeads were collected and washed three times with the lysis buffer using a magnet rack. The immunoprecipitated PHYB containing Dynabeads were resuspended in 100 µL of the lysis buffer supplemented with 10 ⌠M phycocyanobilin (PCB) and incubated in the dark for 1 h. The Dynabeads were collected and washed four times thoroughly with the lysis buffer and used for other assays.

### In vitro kinase assay

For SPA1 kinase assay, about 500 ng of SPA1 and 1 µg of GST-PIF1 were used. For *Pichia* purified phyB, about 1 µg of holoprotein was used for the kinase assay. For *Saccharomyces* purified phyA and phyB, about 500 ng of holoproteins were used. All kinase assays were performed in kinase buffer (50 mM Tris, pH 7.5, 4 mM β-mercaptoethanol, 1 mM EDTA, 10 mM MgCl_2_) except the phyB + SPA1 light dependent kinase assay, which contains 100 mM NaCl. ^32^P radio-labeled gamma-ATP (Perkin Elmer Cat# BLU502A) was added to the reaction and incubated at 28 °C for 1 h unless otherwise indicated. SDS sample buffer (6x) was added to stop the reaction and the boiled proteins were separated on a SDS-PAGE gel. The gels were dried and exposed to a phosphor screen and then scanned with Typhoon FLA 9500 (GE healthcare, Chicago, USA).

### Acid and base sensitivity assay

The kinase assay was performed as described in the previous section. The total reaction containing SPA1 and PIF1 was boiled and divided into three lanes in a SDS-PAGE gel. The proteins were blotted onto PVDF membrane and cut into three pieces. Each piece was treated with neutral (Tris, pH 7.5), basic (3 M KOH) and acid (1 M HCl) solution as described previously^49^. The membrane was then exposed to a phosphor screen and scanned by Typhoon FLA 9500 (GE healthcare, Chicago, USA).

### PIF1 mobility shift assay

To observe TAP-PIF1 mobility shift in Col-0 and *spaQ*, total protein was separated in a 10·10.5 cm 6.5% SDS-PAGE. For phostag gel analysis, each sample was ground in the buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, pH 8.0, 0.1% Tween20, 1 × protease inhibitor cocktail [Sigma-Aldrich, Cat# P9599], 1 mM PMSF, 20 μM bortezomib, 25 mM β-glycerophosphate, 10 mM NaF, and 2 mM Na orthovanadate) and immunoprecipitated using anti-myc (Sigma, Cat.# C3956) antibody. The immunoprecipitated TAP-PIF1 was then separated on a 6.5% SDS-PAGE gel containing 15-30 µM phostag acrylamide (Wako Japan, Cat# AAL-107). The phostag gel was prepared according to the manufacturer’s instructions.

### Yeast two-hybrid Yeast two-hybrid assay

LexA-phyB CT indicates the C-terminal domain of PHYB (aa 625-1172) and LexA-phyB CT ΔC indicates the C-terminal half of PHYB without the last 80 amino acids (aa 625-1092). For the bait proteins, phyB CT and phyB CT ΔC PCR products were amplified using PHYB-F-BamHI/PHYB-R-SalI and PHYB-F-BamHI /PHYB CT ΔC-R-SalI primers, respectively. PCR products were then cloned into pEG202 vector with LexA fusion. For the prey proteins, the full-length and various deletion fragments of AD-SPA1 fusion constructs were described previously^41^. All the constructed were confirmed by enzyme digestion and sequencing.

Plasmids containing bait and prey constructs were transformed into EGY48 yeast strain and selected on -His, -Ura, -Trp dropout medium at 30 °C for 3 days. Yeast colonies grown on this minimal medium were cultured overnight in liquid media supplemented with 2% (w/v) glucose. Overnight cultures (1 mL) were then transferred to 4 mL liquid medium supplemented with 2% (w/v) galactose and 1%(w/v) raffinose to induce the expression of proteins. β-galactosidase assays were performed according to the Matchmaker Two-Hybrid System, (Takara Biosciences). Three independent replicates were performed and the bar graphs represent the β-galactosidase activity normalized by activation domain (AD) vector control.

The light-dependent Yeast two-hybrid assays were performed as described^26^. The AD-PIF3, AD-SPA1, and D153-phyB NT-BD constructs have been described previously^41,70^. Briefly, AD and BD fusion combination plasmids were transformed into AH109 yeast cells and selected on drop out media without Leu and Trp. Individual colonies were cultured in the same liquid media and 10 μL of each culture were spotted on a plate containing 5 mM 3-AT and 20 μM phycocyanobilin (PCB), but lacking Leu, Trp and His. Colonies were grown at 30 °C for 2 days and then photographed. A control plate without Leu and Trp was grown to show normal growth.

### In vivo co-immunoprecipitation assay

For in vivo co-immunoprecipitation assays, ~400 4-day-old dark-grown seedlings were collected and ground in liquid nitrogen. Total proteins were solubilized in the IP buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, pH 8.0, 0.1% Tween-20, 0.25 mM DTT, 1 × protease inhibitor cocktail [Sigma-Aldrich Co., St. Louis, MO, Cat# P9599], 1 mM PMSF, 20 μM bortezomib, 25 mM β-glycerophosphate, 10 mM NaF, and 2 mM Na orthovanadate), cleared by centrifugation at 20200 xg for 10 mins. Anti-HA (Abcam, Cat.# ab9110), and anti-GFP (Abcam, Cat.# ab6556) were bound to dynabeads before adding into total cell extractions. After 2 h of incubation at 4 °C in the dark, the dynabeads (20 μl/μg antibody; Life Technologies, Carlsbad, USA) were collected and washed using IP buffer on magnet rack. The beads were then boiled with 6X SDS sample buffer, ran on a 6.5% SDS-PAGE gel, and blotted with corresponding antibodies.

### In vitro/semi-in vitro pull-down assay

For in vitro pull-down assay, GST-PIF1, GST, SPA1-strep, and mSPA1-strep proteins were purified as described above. Total 2 µg of GST and GST PIF1 proteins were bound to 25 µl of GST agarose beads (Pierce, Waltham, USA. Cat.# 20211). One microgram of SPA1 and mSPA1 was added to each sample with 500 µL binding buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% Tergitol NP-40, 0.5 mM DTT, 1 × protease inhibitor cocktail, 1 mM PMSF). After 2 h of incubation with gentle rotation at 4 °C, beads were collected with centrifugation at 1800* × g*. The collected beads were thoroughly washed five (x 5 mins) with 1 ml of the binding buffer by gentle rotation. Beads were then boiled with 2x SDS sample buffer and separated on an SDS-PAGE gel to visualize protein with Coomassie staining.

For semi-in vitro immunoprecipitation assay, phyB-GFP FL and phyB-GFP ΔC seeds were grown in the dark for 4 days before grinding in liquid nitrogen. Total protein was solubilized in IP buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% Tween20, 0.25 mM DTT, 1 × protease inhibitor cocktail [Sigma-Aldrich Co., St. Louis, MO, Cat# P9599], 1 mM PMSF). The extracts were cleared by centrifugation at 20200 × g for 10 min. The supernatant was incubated with anti-GFP (Abcam, Cat.# ab6556) antibody-bound dynabeads (20 μL/μg antibody) for one hour in the dark. Immunoprecipitated phyB-GFP proteins were washed three times with IP buffer. Whole cell extract from IPTG induced *E. coli* harboring pMal p2x SPA1 plasmids were added into immunoprecipitated beads and each tube was treated either red (10 µmolm^−2^ s^−1^) or far-red light (15 µmole/s/m^2^) for 5 mins. After an additional two hours incubation at 4 °C, beads were washed four times, five mins each with extraction buffer (100 mM phosphate buffer pH 7.8, 150 mM NaCl, 0.5 mM DTT, 0.2% Nondidet P-40, 1x protease inhibitor cocktail, 1 mM PMSF). Beads were then boiled with 2X SDS sample buffer and separated on a SDS-PAGE gel. Anti-MBP (NEB, Cat.# E8032S) antibody was used to detect co-immunoprecipitated SPA1-MBP protein.

For the tripartite complex pull-down assay, 2 µg of purified GST-PIF1-strep were bound to GST agarose beads. Twenty μL of the GST-bound beads were resuspended in the binding buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% Tween 20, 0.25 mM DTT, 1 × protease inhibitor cocktail,1 mM PMSF). SPA1-MBP protein expression was induced in the BL21 cell as described in the previous section. The induced cell pellets were resuspended and sonicated in the lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.2% Tween 20, 0.25 mM DTT, 1 × protease inhibitor cocktail,1 mM PMSF), cleared by centrifugation at 20200 × g for 30 mins. The supernatant was then added to prepared GST-PIF1 beads and incubated with or without increasing amount of purified phyB (1–2 µg) from *Pichia pastoris*. After the pull-down, the beads were washed three times, five min each with the binding buffer. Co-precipitated MBP-SPA1, phyB and GST-PIF1 was immunoblotted with anti-MBP (NEB, Cat.# E8032S), anti-strep (Sigma, Cat.# GT661), and anti-GST HRP (GE healthcare, Cat.# RPN1236) antibodies.

### In vitro phytochrome dimerization assay

Total 5 µg of *Pichia pastoris* purified phyB-GFP FL and ΔC holoproteins were mixed with 2X loading buffer (62.5 mM Tris-HCl, pH 6.8, 25% Glycerol, 1% Bromophenol Blue). Native 6% PAGE gel was prepared and ran in 4 °C, 100 v for 3 hours. The native PAGE gel was stained with Coomassie brilliant blue staining solution and the proteins were visualized.

### PIF1 sequestration assay using chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was performed as previously described^71^. In brief, *phyB-GFP FL/TAP-PIF1* and *phyB-GFP ΔC/TAP-PIF1* were plated in MS media and grown for 4 days in the dark. Final 10 µM bortezomib was pretreated in the dark for 4 h before the red light irradiation to block 26 S proteasome-mediated degradation of the TAP-PIF1. A pulse of red light (300 µmol s^−2^) treated for the red samples and whole seedlings were subjected to cross-linking in 1% formaldehyde buffer for 15 min. The crosslinking was quenched by adding 2 M glycine and incubated additional 5 min. The seedlings were collected and ground in liquid nitrogen, resuspended in the nuclear isolation buffer (0.25 M sucrose, 15 mM PIPES, 5 mM MgCl2, 60 mM KCl, 15 mM NaCl, 1% Triton X-100, 2 mM PMSF, 1X protease inhibitor cocktail). Cleared by 15 min centrifugation at 20200 × g at 4 °C, the pellets were resuspended in 1 mL lysis buffer (50 mM HEPES pH7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 2 mM PMSF, 1X protease inhibitor cocktail). Each sample was sonicated at 10% amplitude with Branson Digital Sonifier (Model# PC BD 400 W 20 kHz) sonication machine (10 seconds each for ten times), total 100 seconds sonication. Samples were centrifuged at 20,200* × g* for 20 min. Ten percent of the supernatant was saved for input DNA isolation. Anti-myc (Sigma, Cat.# C3956) antibody-bound Dyanbeads were then added to the supernatant for PIF1 chromatin immunoprecipitation overnight. Bound ChIP samples were washed sequentially with low salt, high salt, LiCl, and TE wash buffer for 5 mins each. Eluted chromatin was then subjected to reverse crosslinking by overnight incubation in the presence of NaCl. After proteinase K treatment for an hour, DNA was isolated by DNA purification kit (Qiagen, Cat.# 28106). Enrichment was measured by quantitative PCR using primers corresponding to the G-box region on *PIL1* promoter and *PIL1* coding region were compared as a negative control.

### Protein extraction and western blot analyses

Seeds were surface sterilized and grown in the dark for four-days otherwise indicated. For total protein extraction, about 100 seeds were plated. The tissue was collected and ground in 100 μL denaturing extraction buffer [100 mM Tris pH 7.5, 1 mM EDTA, 8 M Urea, 1x protease inhibitor cocktail (Sigma-Aldrich Co., St. Louis, MO, cat# 59), 2 mM PMSF, + optional 25 mM β-GP, 10 mM NaF and 2 mM Na-orthovanadate for PIF1 included samples] and cleared by centrifugation at 20,200* × g* for 10 min at 4 °C. Samples were boiled for 5 min with 1X SDS sample buffer and separated on a 6.5% SDS-PAGE gel, blotted onto PVDF membranes, and probed with corresponding antibodies. Antibodies used in these studies are anti-PIF1^38^, anti-myc (Sigma, Cat.# C3956 for immunoprecipitation, EMD Millipore, Cat#OP10-200UG for Western blot), anti-GFP (Abcam, Cat.# ab6556 for immunoprecipitation), anti-GFP (Santa Cruz. Cat.# sc-390394 for Western blot) anti-HA (Covance Cat.# MMS-101P for Western blot), anti-MBP (NEB, Cat.# E8032S), and anti-RPT5 antibodies (Enzo Life Sciences, Cat.# BML-PW8770-0025). Secondary HRP bound antibodies were visualized with Super Signal West Femto Chemiluminescent substrate (Pierce Biotechnology Inc., Waltham, USA.), and developed with an X-ray film. The PIF1 amount was quantified with image J from three independent blots and normalized by its corresponding RPT5 levels.

### Light-induced seed germination assay and measurement of hypocotyl lengths

For measurement of hypocotyl lengths, the same batch of seeds were harvested and dried in the presence of desiccation rocks at room temperature for 1 month. Photographs of 4-day-old dark- and light-grown seedlings were taken and at least 20 seedlings were measured using the ImageJ software (http://rsb.info.nih.gov/ij/).

Seeds were harvested and dried at room temperature in the presence of desiccation rocks for one month. Light-induced germination assay was performed as described previously^35^. In brief, surface sterilized seeds were imbibed on the MS media for one hour. Plates were initially treated with far-red light (10 µmol/s/m^2^) for 5 mins and then irradiated with red light with the amount of light as indicated in the figure. The plates were wrapped with aluminum foil twice and incubated at 22 °C for four days before counting germination frequency.

### RNAseq analysis

Total six genotypes; Col-0, *cop1-4*, *spaQ*, *phyAphyB*/*phyB-GFP FL*, and *phyAphyB*/*phyB-GFP ΔC* plants were used for mRNA sequence analysis. The seeds were surface sterilized and plated on the MS media without sucrose, cold stratified for three days before treated for 3 hours of white light and 21 h of dark incubation to induce germination. After the initial 24 h, seeds were further treated with far-red light (10 µmolm^−2^ s^−1^) to inactivate phytochrome activity. After an additional two days in the dark, seedlings were either collected (dark sample) or treated with 1 h of continuous red light (red sample) (3.5 µmolm^−2^ s^−^^1^). Total RNA was isolated using the plant total RNA kit (Sigma, Cat.# STRN250). NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (NEB Cat.# E7370S) was used to generate mRNA sequencing library according to the manufacturer’s instructions. The constructed library was quality checked by Agilent 2100 Bioanalyzer (Waldbroon, Germany) and sequenced on Illumina NextSeq 500 platform. Raw data and processed data were deposited into the Gene Expression Omnibus database (accession number GSE117114).

For the RNA-seq data analysis, the quality of raw reads (FASTQ) was initially checked using FastQC before aligned to the Arabidopsis genome using TopHat^72^ calling Bowtie2^73^. Arabidopsis genome was acquired from TAIR10 (https://www.arabidopsis.org/).

HTSeq-count v0.8.0 was used to generate counts of reads mapped to annotated Arabidopsis genes^74^ (http://htseq.readthedocs.io/en/master/index.html). The data preprocessing, mapping and counting reads were performed using TACC Stampede2 supercomputer.

Differentially expressed genes in each mutant compared to wild-type (WT) were analyzed using DESeq2 package in R programming based on the negative binomial distribution^75^. The differential gene expression from DESeq2 was selected for significant changes with the |log2FC| > 2 for Col-0, *spaQ*, *cop1-4* and |log2FC| > 1.5 for *phyB-GFP FL*, *phyB-GFP ΔC* with adjusted *p*-value < 0.05, Wald test as part of the DESeq2 package.

Venny v2.1.0 and ComplexHeatmap^76^ package in R were used to generate Venn diagrams and heat maps. Enrichment analysis (Gene Ontology) was implemented using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8. In addition, to obtain the number of read per kilo bases per million reads (RPKM), the aligned reads from TopHat were assembled and quantified using Cufflinks^72^. Differentially expressed genes between two conditions were analyzed by using Cuffdiff from Cufflinks. Significantly difference was selected with adjusted *p*-value < 0.05, Cuffdiff analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Source Data

## Data Availability

RNA sequencing data were deposited into the Gene Expression Omnibus database (accession numbers GSE112662 and GSE117114). Arabidopsis mutants and transgenic lines, as well as plasmids and antibodies generated during the current study are available from the corresponding author upon reasonable request. The authors declare that the data supporting the findings of this study including the gels and immunoblots in Figs. 1–7 and Supplementary Figs. 1–10 are available within the paper and its supplementary information files.

# Supplementary material for: A phyB-PIF1-SPA1 kinase regulatory complex promotes photomorphogenesis in Arabidopsis
**Source:** Nat Commun. 2019 Sep 16;10:4216. doi: 10.1038/s41467-019-12110-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of genes significantly regulated in different genotypes under red vs dark conditions.

File Name: Supplementary Data 2

Description: List of 1861 genes that are not significantly regulated in cop1-4 and spaQ but in wild-type under red light.

File Name: Supplementary Data 3

Description: List of the genes significantly regulated in spaQ but not in cop1-4 under red light.

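This list compares the response to red light in *spaQ* with that in *cop1-4*, each set against its own dark libraries, so a gene is listed when it passes the threshold in one genotype and not in the other. The red light libraries allow a direct comparison of expression levels in the mutants. They do not test whether the responses differ, since a difference in level can already be present in darkness. Of the 854 genes, 745 passed the expression filter and 109 did not. In red light 357 of the 745 were called between *spaQ* and *cop1-4*, 152 with higher and 205 with lower expression in *spaQ* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), and 362 when adjusted over the list alone. Between *spaQ* and Col-0, 500 of the genes were called, and between *cop1-4* and Col-0, 391. Among all 20396 genes tested, 1737 were called between *spaQ* and *cop1-4*. With only genes of at least 10 counts in every library, the number of the list's genes called between the mutants was 124.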

File Name: Supplementary Data 4

Description: GO Enrichment analysis of genes overlapped in phyB FL and phyB  $\Delta$ C mutant.

File Name: Supplementary Data 5

Description: GO Enrichment analysis of 561 genes that were misregulated in phyB  $\Delta$ C mutant vs phyB FL.

File Name: Supplementary Data 6

Description: GO Enrichment analysis of list of genes overlapped between phyB Cterminal-dependent and SPA-dependent under red light.

File Name: Supplementary Data 7

Description: List of PIF target genes which are significantly regulated in spaQ mutants under red light.

# Supplementary material for: A phyB-PIF1-SPA1 kinase regulatory complex promotes photomorphogenesis in Arabidopsis
**Source:** Nat Commun. 2019 Sep 16;10:4216. doi: 10.1038/s41467-019-12110-y
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | Following softwares were used to analyze RNA-seq data. Bowtie2 (Langmead and Salzberg, 2012), Tophat (Trapnell et al., 2012), HTseq (Anders et al., 2015), DEseq2 (Love et al., 2014), FastQC <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> , R <a href="http://www.r-project.org">www.r-project.org</a> , For hypocotyl measurement imageJ NIH <a href="http://rsb.info.nih.gov/ij/">http://rsb.info.nih.gov/ij/</a> was used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Gene Expression Omnibus database GEO GSE112662, GEO GSE117114

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

x

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Three independently harvested and dried <i>Arabidopsis thaliana</i> seeds were used for phenotypic analysis. Each experiment represents results from at least 50 seedlings as indicated in the method section. |
| Data exclusions | No data exclusions.                                                                                                                                                                                            |
| Replication     | All experiments were replicated at least three times.                                                                                                                                                          |
| Randomization   | Experimental samples were numbered and experiments were performed by investigators.                                                                                                                            |
| Blinding        | Investigators were blinded to group allocation.                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | $\alpha$ -PIF1 (Shen et al., 2008), $\alpha$ -phyB (Hirschfeld, M., et al. 1998), $\alpha$ -myc Sigma C3956, $\alpha$ -myc EMD Millipore OP10, $\alpha$ -HA Abcam ab9110, $\alpha$ -GFP Abcam ab6556, $\alpha$ -GFP Santa Cruz Sc-390394, $\alpha$ -MBP NEB E8032S, $\alpha$ -strep Sigma GT661, $\alpha$ -GST-HRP GE healthcare RPN1236, $\alpha$ -RPT5 Enzo lifesciences BML-PW8770-0025 |
| Validation      | Antibodies are either previously validated (references indicated) or commercially available from companies as indicated.                                                                                                                                                                                                                                                                   |

How the deposited data were processed for this re-analysis (not part of the article)

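RNA-seq libraries of 7 groups with 3 replicates each were analysed, 21 libraries in all: Col-0, *cop1-4* and *spaQ* in red light, and *phyB-GFP FL* and *phyB-GFP ΔC* in darkness and in red light. The dark libraries of Col-0, *cop1-4* and *spaQ* were not analysed here, so no response to red light was computed for those genotypes and the comparisons of the paper that need it were not repeated. Groups and replicate numbers were taken from the column names of the counts, which match the labels of the libraries.

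The authors checked the reads with FastQC, aligned them to TAIR10 with TopHat and Bowtie2, and deposited raw read counts per annotated gene from HTSeq-count 0.8.0, without normalization. The paper's text does not name the strand mode of the counting, so genes that overlap on opposite strands, and members of gene families with near-identical sequence, carry uncertain counts. The counts cover 33655 features, of which 32548 are Arabidopsis loci that all matched the TAIR10.1 annotation used for gene symbols and coordinates, and 1107 are RNA genes with Ensembl identifiers. Genes of the chloroplast and mitochondrial genomes are not among them.

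Depth ranged from 15678019 to 29523833 counts per library, and 3 counts, taken as the detection floor, equal 0.101 to 0.191 CPM (counts of a gene scaled by the size of its library). Floors cover counting error only. A fold change against a group in which every library had at most 3 counts of the gene is given as a lower bound, computed with the floor in place of the counts.

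Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Counts were normalized with TMM factors, genes were kept by filterByExpr with its default settings by group, and groups were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The 9 red light libraries of Col-0, *cop1-4* and *spaQ* made one fit of 20396 genes, and the 12 *phyB-GFP* libraries made another of 20459 genes. Because the fits were normalized separately, CPM values of different fits are only roughly comparable. Genes were called at an adjusted p-value under 0.05 together with an absolute log2 fold change over 1 (Col-0, *cop1-4* and *spaQ*) or over that of a 1.5-fold change (*phyB-GFP* lines). These limits were read from the paper's supplementary lists, whose smallest absolute log2 fold changes are 1 and 0.585, whereas the methods write 2 and 1.5. The difference in red light response between the *phyB-GFP* lines was tested as the interaction of line and light in the same fit, with no fold limit. Standard errors of log2 fold changes come from the fitted model. The spread between replicates is given as SD of CPM or as edgeR's biological coefficient of variation.

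The paper's gene lists and its *pifQ* log2 fold changes were read from its supplementary data. The list for Col-0 red light against dark holds 1998 genes, fewer than the text reports, and it was used only to compare the size of the response in the *phyB-GFP* lines. RT-qPCR ratios were computed from the paper's cycle values.

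The replicate number is shared between groups in the labels, and the paper's text does not say that same-numbered libraries were grown or prepared together. Whether they deviate together was checked by the correlation of their deviations from the group means. The fit without the replicate number is reported as the result, and a fit with the replicate number as a block is reported as an alternative.

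The comparisons of groups, the test of differential expression, its thresholds and the alternatives to them were set before the data were examined. Several tests of explanations were chosen later, as stated where they are given. The alternatives were DESeq2 1.42.0 with its own normalization and filtering, DESeq2's median-of-ratios factors in edgeR, library size alone, every gene with at least 1 count, genes with at least 10 counts in every library, the replicate block, one fit of all 21 libraries, a fit of only the groups compared, the limits as the methods write them, no fold limit, and leaving out each library in turn. DESeq2 on only the groups compared was added after the data were seen. Genes named in the text follow a rule set before the data were examined: the genes the paper names for RNA-seq or RT-qPCR, the genes mutated or reintroduced, *PIF1* and *PIL1*, the 3 genes with the largest increase and the 3 with the largest decrease in each comparison at an average log2 CPM of at least 3 and with the same direction in all 3 same-numbered pairs, and the 3 genes with the smallest interaction p-value. Which comparisons are reported for the genes the paper names, and for the mutated or reintroduced ones, was decided after their values were seen. Other interaction genes are named because their number is small, after their values were seen.

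Both tools were tested on simulated data: counts were drawn for 20459 genes from the means, library sizes and dispersions of the *phyB-GFP* libraries, with 200 genes given the same response in both lines and 200 others a response in *phyB-GFP FL* only. Over 5 seeds edgeR recovered 94.8% of the genes changed in *phyB-GFP ΔC*, 95.4% of the 400 changed in *phyB-GFP FL* and 89.4% of the 200 with an interaction, and 5.28%, 5.4% and 5.06% of its calls were false. DESeq2 recovered 94.6%, 95.5% and 90.3%, and 11.5%, 10.2% and 12.4% of its calls were false, above the limit of 10% set beforehand. The 5 seeds were run after DESeq2 had exceeded that limit in a first draw, and the limit was kept. The dispersions of the simulated counts were edgeR's, which may favour that tool. The recovered shares hold only for the sizes of response given to the simulated genes. They do not give the power of the interaction test for the 513 genes called in *phyB-GFP FL* only. The median absolute log2 fold change of those 513 genes was 0.80 in *phyB-GFP FL* and 0.44 in *phyB-GFP ΔC*.

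GC content and exon length were known for 99.91% and 99.9% of the genes tested in the 2 fits and were corrected per library with offsets. Differences in depth were removed by thinning all libraries of a fit to the smallest. Chromosomal windows of 1 Mb were tested for an excess of called genes by a hypergeometric test. Other splits of the libraries were counted for every comparison of groups. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.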

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

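In this part, the tests on chromosomal windows, and the reading of the exchanged line labels without the exchange that measures another contrast, were chosen only after the results they weigh had been seen.

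The response to red light differed between *phyB-GFP FL* and *phyB-GFP ΔC* for 21 genes by the interaction test, a difference between groups that the paper does not report as a test. All 21 rose in red light in both lines, with a smaller rise in *phyB-GFP ΔC*, and in each the difference was negative in 3 of 3 same-numbered pairs. The smallest adjusted p-value of an interaction in the other direction was 0.0588 in edgeR's quasi-likelihood test. Genes of the SPA family were among the 21. *SPA1* rose by a log2 fold change of 2.47 in *phyB-GFP FL* and 1.68 in *phyB-GFP ΔC*, an interaction of -0.790 (standard error 0.090, edgeR adjusted p = 0.00388, 1.04e-11 to 0.0259 over the alternatives). *SPA3* rose by 2.00 and 1.10, an interaction of -0.893 (standard error 0.130, edgeR adjusted p = 0.0186, 1.56e-06 to 0.0813 over the alternatives). *SPA4* and *COP1* had interactions of -0.47 (standard error 0.116, edgeR adjusted p = 0.312, 0.0273 to 0.763 over the alternatives) and -0.23 (standard error 0.087, edgeR adjusted p = 0.928, 0.515 to 1 over the alternatives). *SPA2* had an interaction of 0.066 (standard error 0.128, edgeR adjusted p = 0.999), without the negative sign of the other members. *SPA1* was among 6 genes called in all 12 fits that each left out a library, with *ABCI21*, *ABCI20*, *SIGE* (AT5G24120), AT5G15950 and *RPT2* (AT2G30520), while *SPA3* was called in 6 of the 12.

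Line labels were exchanged between same-numbered libraries within each light condition, which gives 32 splits when a split and its mirror are counted once. Including the real one, 2 of the 32 gave at least 21 genes. The other one exchanged the labels of all 3 red light pairs, so that its contrast measures the difference between the lines in place of the interaction (1595 genes), and the remaining 30 gave at most 3 genes. The share of 2 in 32 is not under 0.05 because of that one. The remaining 30 mix libraries of both lines within groups, so the difference between the lines adds to the spread within their groups. Few genes can then pass with or without an interaction, so these splits do not decide about a chance arrangement. After correction for GC content and exon length 19 of the 21 genes still passed, and 14 did so after all libraries had been thinned to the depth of the smallest, so neither bias accounts for the whole set. A difference in darkness at an adjusted p-value under 0.05 was present in 7 of the 21, *SPA1*, *SPA3*, *ELIP1*, *TZP* (AT5G43630), *LHY* (AT1G01060), *CAB2* and AT2G46420, each with higher expression in *phyB-GFP ΔC*. The other 14 had log2 differences in the same direction, from 0.02 to 0.81, that did not pass the test. The dark libraries enter both the difference in darkness and the interaction, with opposite signs. Genes selected for a negative interaction are therefore favoured to show a positive difference in darkness. The log2 difference in darkness and the interaction were 0.92 and -0.93 for *LHY*, 0.85 and -1.04 for *TZP*, 0.39 and -0.79 for *SPA1*, 0.41 and -0.89 for *SPA3* and 0.02 and -1.13 for *ABCI21*. A higher starting level may thus account for nearly all of the smaller rise of *LHY*, for a part of that of *SPA1* and *SPA3*, and for little of that of *ABCI21*. *CAB2* belongs to a family whose reads the counting can divide. The third red light replicate of *phyB-GFP FL* stood apart from the others, but the interaction passed for 28 genes without it. The weaker rise in *phyB-GFP ΔC* is in line with a role of the phyB C-terminus in the induction of these genes. This is a hypothesis from the same libraries, and it cannot be told apart from other differences between independent transgenic lines.

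Expression differed between *phyB-GFP FL* and *phyB-GFP ΔC* for 243 genes in darkness (120 higher and 123 lower in *phyB-GFP ΔC*) and for 342 genes in red light (122 higher and 220 lower), comparisons that the paper does not report. An unadjusted p-value under 0.05 was reached by 2851 and 3379 genes. In darkness, same-numbered libraries of the lines deviated together (mean correlation 0.122 across genes), and 189 genes were called with the replicate number as a block. The largest increases in *phyB-GFP ΔC* in darkness were those of *PBS3* (AT5G13320), AT4G36430 and AT1G43910, with log2 fold changes of 3.30, 2.68 and 2.04, and the largest decreases were those of AT4G07820, AT1G67105 and AT4G25580, with -2.32, -1.98 and -1.89. In red light *PBS3*, AT4G36430 and *AATP1* (AT5G40010) had the largest increases, 3.24, 2.29 and 2.01. The largest decreases in red light, those of the seed storage protein gene *CRA1* (AT5G44120), *CRU3* (AT4G28520) and AT1G68250, rest on replicates that vary widely: *CRA1* had 24.8, 22.6 and 0.544 CPM in *phyB-GFP ΔC* and 177, 497 and 376 CPM in *phyB-GFP FL*, and its log2 fold change of -4.48 (standard error 0.927, edgeR adjusted p = 0.0197) had adjusted p-values from 0.00313 to 0.0817 over the alternatives.

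For both light conditions, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, the real one, a share that cannot fall below 0.05 with so few splits. The other 3 gave no gene in either condition. The 6 splits that part 1 pair gave at most 1 gene in darkness and none in red light. After correction for GC content and exon length, 208 of the 243 genes and 301 of the 342 were still called, and 176 and 276 after thinning to equal depth, so most calls do not rest on either. The called genes did not gather in any 1 Mb window of the genome in darkness (smallest adjusted p = 0.769, hypergeometric test over 114 windows) or in red light (smallest adjusted p = 0.0672), which goes against a large chromosomal segment that differs between the lines. The deletion of the C-terminus and the separate origin of the 2 transgenic lines are confounded, so no biological explanation was tested.

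The number of genes called between *cop1-4* and Col-0 in red light was 4850 (2173 higher and 2677 lower, 15192 at an unadjusted p-value under 0.05), and between *spaQ* and *cop1-4* it was 1737 (588 higher and 1149 lower in *spaQ*, 11795 at an unadjusted p-value under 0.05). The paper does not report these comparisons within red light. In *cop1-4*, AT5G04120, *UMAMIT36* and *WSD1* were at least 745-fold, 316-fold and 117-fold lower than in Col-0, and *CIPK20*, AT5G62240 and *CYP706A6* at least 798-fold, 371-fold and 186-fold higher. Between the mutants, AT3G01345 and AT3G43850 were at least 519-fold and 98.3-fold higher in *spaQ* and AT4G17470 at least 1.54-fold lower, while *OSM34* (AT4G11650) and AT3G05945 had log2 fold changes of -4.79 and -4.02. AT1G68250 had a log2 fold change of 6.54 between the mutants, but its *cop1-4* libraries had 0.439, 12.3 and 0.0581 CPM.

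Of the genes called in both mutants against Col-0, 4096 of 4185 (97.9%) changed in the same direction. Both comparisons use the same Col-0 libraries, which favours a shared direction. For both the *cop1-4* and the *spaQ* against *cop1-4* result, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, the real one, a share that again cannot fall below 0.05. The other 3, and the 6 that part 1 pair, gave none. GC and length correction left 4604 of the 4850 and 1673 of the 1737 genes called, and thinning to equal depth left 4590 and 1519. No 1 Mb window held an excess of the genes that differ between the mutants (smallest adjusted p = 0.229), nor of those that differ between *cop1-4* and Col-0 (smallest adjusted p = 0.13). Of the 1737 genes, 951 were also called in *cop1-4* against Col-0, and 572 of these (60.1%) were further from Col-0 in *spaQ*. This may mean that *spaQ* carries part of the *cop1-4* change to a greater degree, but the *cop1-4* libraries enter both comparisons, which biases this share. The paper also describes *cop1-4* as a weak allele with some COP1 activity left. A further 642 genes were called in *spaQ* against both *cop1-4* and Col-0 and not in *cop1-4* against Col-0. These differences are not fully explained by GC content, gene length or depth.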

How the results depend on the processing

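Of 274 values of the counts and shares under the alternatives, 218 stayed close to the value reported (a count within 1.5 times, a share within the spread between replicates) and 56 moved. DESeq2 on only the groups compared was chosen after seeing the data. The cause of a move was not tested unless a value below shows it.

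Thresholds moved most counts. With the limits on the absolute log2 fold change as the methods write them, 234 genes were called in *phyB-GFP FL*, 114 in *phyB-GFP ΔC* and 138 in *phyB-GFP FL* only. Of the 138, 12 passed the interaction test. The numbers became 22 for the list of C-terminal-dependent and SPA-dependent genes, 2369 for *spaQ* and 1501 for *cop1-4* against Col-0, 526 for *spaQ* against *cop1-4*, 529 for the PIF list and 211 for the list of genes regulated in *spaQ* and not in *cop1-4*. Between the *phyB-GFP* lines they were 117 in red light and 84 in darkness. Without a fold limit they were 1824 in *phyB-GFP FL*, 1055 in *phyB-GFP ΔC*, 910 in *phyB-GFP FL* only, 16190 for *spaQ* and 14870 for *cop1-4* against Col-0, 10762 for *spaQ* against *cop1-4*, and 599 in red light and 384 in darkness between the *phyB-GFP* lines. Here the limit itself is the cause.

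With DESeq2, 79 genes passed the interaction test, including all 21 found with edgeR, and 12 of those called in *phyB-GFP FL* only passed it. The cause was not tested. In simulated libraries 12.4% of the interaction calls of DESeq2 were false (14% at most over 5 seeds), against 5.06% for edgeR, with counts drawn from edgeR's dispersions. The other counts of DESeq2 stayed within 1.5 times, 1057 in *phyB-GFP FL*, 616 in *phyB-GFP ΔC*, 7069 for *spaQ* and 5074 for *cop1-4* against Col-0, and 431 in red light and 340 in darkness between the lines. In the simulated libraries 10.2 to 11.5% of its calls in the lines were false, without a fold limit. The false share of calls that also need a fold change was not measured.

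One fit of all 21 libraries gave 105 interaction genes, including the 21, with 30 among the genes called in *phyB-GFP FL* only, and 541 and 407 genes between the *phyB-GFP* lines in red light and in darkness. A fit of only the groups compared gave 215 in red light. Without a filter on low counts 32 genes passed the interaction test. With at least 10 counts in every library, 919 genes were called between *spaQ* and *cop1-4*, and 124 of the list of genes regulated in *spaQ* and not in *cop1-4*. The cause was not tested.

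The share of the PIF list with the *pifQ* direction was 74.3% with DESeq2, with DESeq2 on only the groups compared, without a filter and in the fit of all 21 libraries, 74.6% among called genes of the list, 74.8% in the fit of only the groups compared and 78.9% with at least 10 counts in every library. These are counted as moves because the same-numbered pairs differ by an SD of only 0.0551 percentage points. The cause was not tested.

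Scaling by library size alone shifted the median log2 fold change of all genes by -0.25 between *spaQ* and Col-0, by -0.20 between *cop1-4* and Col-0 and by -0.05 between *spaQ* and *cop1-4*. The calls against Col-0 then were 2182 higher and 4499 lower in *spaQ* (32.7% higher, against 46.1% with TMM) and 1618 higher and 3399 lower in *cop1-4* (32.3% higher, against 44.8%). Log2 fold changes of AT4G11110 (*SPA2*) reversed with this shift, to -0.15 in *spaQ* and -0.056 in *cop1-4* against Col-0.

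With the replicate number as a block, the counts were 6628 for *spaQ* against Col-0 (correlation of same-numbered libraries -0.014), 4846 for *cop1-4* against Col-0 (0.09), 1738 for *spaQ* against *cop1-4* (-0.003), 951 in *phyB-GFP FL* (-0.262), 553 in *phyB-GFP ΔC* (0.043), 271 in red light (0.08) and 189 in darkness (0.122) between the lines, and 9 for the interaction, all among the 21. Under the block 472 genes were called in *phyB-GFP FL* only, with a median ratio of 0.499, and the lists gave 249, 1046 and 357 genes and 74.5%. The block takes degrees of freedom from groups of 3, and why the interaction lost calls was not tested.

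Leaving out each library in turn gave 6 to 38 interaction genes over 12 fits and 0 to 1 of them among the genes called in *phyB-GFP FL* only. Between the *phyB-GFP* lines it gave 163 to 366 genes in red light and 101 to 196 in darkness over 6 fits each. The share with the *pifQ* direction was 74.5 to 74.7%. The other counts stayed within 1.5 times of those reported, 912 to 1107 in *phyB-GFP FL*, 494 to 543 in *phyB-GFP ΔC*, 439 to 605 in *phyB-GFP FL* only, 6668 to 6825 for *spaQ* and 4868 to 4971 for *cop1-4* against Col-0, 1728 to 1778 for *spaQ* against *cop1-4*, 1026 to 1042 for the PIF list and 357 to 366 for the list of genes regulated in *spaQ* and not in *cop1-4*. For the C-terminal-dependent and SPA-dependent genes the range was 185 to 291, and the median ratio in genes called in *phyB-GFP FL* only was 0.418 to 0.53.

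For 89 pairs of a named gene and a comparison, 1204 of 1273 values under the alternatives kept their direction and their side of the test, 51 lost and 2 gained significance in the test, and 16 reversed, each to an absolute value of at most 0.15. AT4G11110 (*SPA2*) had -0.001 in *phyB-GFP FL* without a filter, and ranges over the fits that each left out one library of -0.064 to 0.097 in *phyB-GFP FL* and -0.025 to 0.136 for the interaction. These ranges were -0.002 to 0.048 for AT1G09570 (*PHYA*) between the lines in darkness and -0.021 to 0.259 for AT2G18790 (*PHYB*) in red light. For AT2G20180 (*PIF1*) the interaction was -0.003 in the fit of all 21 libraries and -0.016 to 0.067 with single libraries left out. The cause was not tested. *SPA3* did not pass the interaction test in 7 of 19 alternatives, and AT1G68250, called between *spaQ* and *cop1-4*, did not pass with DESeq2.

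Depth limits what can be said of genes with few counts. Fold changes against libraries with at most 3 counts of the gene are lower bounds, and 9 genes of the paper's list of 561 and 39 of its list of 1086 had too few counts to be tested.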

Differences from the paper's values

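With the settings used as the result, none of the RNA-seq values compared differed from the paper's by more than the larger error and more than 1.5 times. The RT-qPCR ratios of the paper are not covered by this. Some of them lay further away, such as -1.69 against an RNA-seq log2 fold change of -0.31 for AT5G06530 in *spaQ*. The number of genes called in *phyB-GFP FL* was 1023 against the paper's 1117, in *phyB-GFP ΔC* 590 against the paper's 652, in *phyB-GFP FL* only 513 against the paper's 561, and between *spaQ* and Col-0 6630 against the paper's 7191. Of the alternatives set before the data were examined, the limits as the methods write them gave 234, 114, 138 and 2369 genes, and no fold limit gave 1824, 1055, 910 and 16190, each more than 1.5 times away from the paper's number. Fitting only the 2 groups compared gave 356 genes called in *phyB-GFP FL* only, also more than 1.5 times away. The genes called in both lines numbered 510, and 96 with the methods' limits and 914 without a fold limit, both more than 1.5 times away from the number in the paper's supplement. Of the paper's PIF list 1046 genes were called, and 529 with the methods' limits. Of its list of C-terminal-dependent and SPA-dependent genes 274 were called in *phyB-GFP FL* only. This fell to 22 with the methods' limits, 210 without a fold limit, 207 when only the 2 groups compared were fitted, and 213, 215 and 185 without *phyB-GFP FL* dark replicate 1, dark replicate 3 and red replicate 3, each more than 1.5 times below the paper's list. Some log2 fold changes also differed by more than the larger error, most often without that red replicate. *CAB2* then had 4.47 against the paper's 4.95, and *ELIP1* 3.89 against 4.26. With scaling by library size alone, AT5G10720 had -1.44 in *spaQ* against the paper's -1.20. No other alternative moved these genes beyond the error.

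Not all genes of the paper's lists were called. With the settings used as the result, 999 of the paper's 1117 genes for *phyB-GFP FL*, 567 of its 652 for *phyB-GFP ΔC* and 1046 of its 1086 PIF target genes were called. DESeq2 called 1042, 594 and 1070 of them, and one fit of all 21 libraries called 1083, 636 and 1066. Without a filter on low counts the numbers were 1011, 584 and 1084. DESeq2 on only the groups compared, chosen after seeing the values, called 930, 602 and 1069. The log2 fold changes of DESeq2 differed from the paper's by a median of 0.0011 in *phyB-GFP FL*, 0.0103 in *phyB-GFP ΔC* and 0.0066 between *spaQ* and Col-0.

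The methods give limits on the absolute log2 fold change of 2 and 1.5, while the smallest values in the paper's lists are 1 and 0.585.

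The paper introduces the genes of Fig. 8f and those tested by RT-qPCR as taken from its 1086 shared genes. Of the 6 genes, only AT5G10720 is in its list of these (Supplemental Data 7). AT4G29930, AT1G80440, AT5G06530, AT5G54470 and AT1G20900 are not.

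In the RT-qPCR of the paper, AT1G20900 is lower in *spaQ* than in Col-0 in red light (a log2 ratio of -0.33 from the paper's cycle values). The SDs are 0.412 for *spaQ* and 0.114 for Col-0, so this decrease lies within the spread in *spaQ*. The RNA-seq log2 fold change was 0.50 (standard error 0.057, adjusted p = 1.40e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was between 0.25 and 0.53 under the alternatives set before the data were examined, with adjusted p-values from 8.95e-16 to 0.000529, and none of these gave a decrease.

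The paper describes the 561 genes as not responsive to light in *phyB-GFP ΔC*. Of the 552 that were tested, 528 (95.7%) changed in *phyB-GFP ΔC* in the direction of *phyB-GFP FL*, and 14 were called in both lines. Without a required fold change, 145 of the 552 had an adjusted p-value under 0.05 in *phyB-GFP ΔC*.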

Other observations

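The tests of the size of the ΔC response, of the overlap with genes that need COP1 and SPA proteins, of the shared direction in *cop1-4* and of mitochondrial sequence on chromosome 2 were chosen only after the results they weigh had been seen.

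Of the 513 genes called in *phyB-GFP FL* and not in *phyB-GFP ΔC*, 0 passed the test of the difference between the lines (233 at an unadjusted p-value under 0.05). A candidate explanation is that the response is reduced in *phyB-GFP ΔC* and not absent. Over 1749 genes of the paper's list of red light-responsive genes in Col-0, chosen on other libraries, the response followed the paper's Col-0 log2 fold changes with a slope of 0.38 in *phyB-GFP FL* and 0.227 in *phyB-GFP ΔC*, a ratio of 0.596. The direction was that of Col-0 for 87.4% and 75.1% of the genes. The slopes of single red light libraries were 0.279, 0.245 and 0.39 in *phyB-GFP FL* and 0.139, 0.172 and 0.23 in *phyB-GFP ΔC* (0.304 ± 0.0757 and 0.181 ± 0.0461, SD, n = 3), without overlap. An exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 allow, so this test does not decide whether the slopes differ.

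Low power was tested on simulated libraries in which the 513 genes lost their whole response in *phyB-GFP ΔC*: the test of the difference found a median of 274 of them (53.4%) over 10 draws. In other simulated libraries every responding gene kept the same fraction of its response, 0.597, and a median of 566.5 genes (560 to 597 over 10 draws) was called in *phyB-GFP FL* only, against 513 in the data. One common reduction together with a threshold may therefore account for much of this category, but it did not give the numbers of the data: in these draws a median of 477.5 genes (462 to 496) was called in *phyB-GFP ΔC* and 448 (432 to 470) in both lines, against 590 and 510. These draws also gave a median of 127 interaction genes (108 to 145), of which 23.5 were called in *phyB-GFP FL* only, against 21 and 0 in the data. The simulated libraries may differ from the real ones in power, in the common fraction assumed, or in both, which was not tested. Where the response was lost, they gave a median of 1404 calls in *phyB-GFP FL* against 1023 in the data. They also gave a median of 564.5 interaction genes against 21 in the data. Many of these were outside the 513 altered genes, where the response was left as observed. The simulated libraries thus yielded interaction genes more easily than the real ones, and the 53.4% does not decide about low power. For the calls in either line, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes (the real one, 1023 in *phyB-GFP FL* and 590 in *phyB-GFP ΔC*), with at most 1 gene in the others. That share cannot fall below 0.05.

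The paper lists 1861 genes that respond to red light in Col-0 and not in *cop1-4* and *spaQ*. Of the 513 genes called in *phyB-GFP FL* only, 281 (54.8%) are on this list, and of the 510 called in both lines, 267 (52.4%), with an odds ratio of 1.1 (Fisher's exact test, two-sided, p = 0.452). Against all other genes tested the odds ratio was 16.5 (Fisher's exact test, two-sided, p = 8.52e-174), and the share was 8.03% of all genes. The share thus did not differ detectably between the 2 sets of responding genes. The smallest absolute log2 fold change on the paper's list is 1. Median absolute values in *phyB-GFP FL* were 0.80 for genes called there only and 1.24 for those called in both lines. The test was not limited to genes that respond in Col-0. It therefore does not tell whether the overlap comes with responding to red light or with dependence on the phyB C-terminus. The list of SPA-dependent genes that the paper used for its own overlap was not used here.

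The direction shared with *pifQ* in darkness was not particular to *spaQ*. In *cop1-4*, 796 of 1047 genes of the paper's PIF list (76%) had the direction of *pifQ*, with 76.2, 75.8 and 76% in the same-numbered pairs, against 74.5% in *spaQ*, although the list was selected for a difference in *spaQ*. In *cop1-4* 791 of its genes were called against Col-0, and 285 differed between *spaQ* and *cop1-4*. The shared direction may thus belong to a defect in either part of the COP1-SPA complex. In the paper's account *cop1-4* is a weak allele with some COP1 activity left. Both mutants were compared with the same Col-0 libraries, however, which favours a common direction, and the share expected from this alone was not computed. For the 6630 genes called between *spaQ* and Col-0, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, the real one, and the others gave none, a share that cannot fall below 0.05.

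Of 7 comparisons tested over 114 windows of 1 Mb, only the genes called between red light and dark in *phyB-GFP ΔC* gathered in a window, on chromosome 2 from 3000001 to 4000000 (10 of 47 genes tested, adjusted p = 8.39e-05, hypergeometric test). In *phyB-GFP FL* the same window held 7 called genes (p = 0.00841, adjusted p = 0.49, one-sided Fisher's exact test, the same as the hypergeometric test). This window holds a copy of the mitochondrial genome, and 40 of its 47 genes have at least 50% of their 25-base words in that genome. All 10 called genes were among these 40 and none among the other 7. A Fisher's exact test gave p = 0.318, which is also the smallest p these numbers allow for an excess among the 40 genes. The test could not have reached 0.05 in that direction and does not tell. The 40 genes had a median log2 fold change of -0.87 in *phyB-GFP ΔC* and -0.61 in *phyB-GFP FL*, and 34 and 38 of them were lower in red light, while the other 7 had medians of -0.07 and 0.02. The pattern cannot be told apart from reads of mitochondrial transcripts assigned to the nuclear copy.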
